# Co-expression gene module analysis in response to attenuated cercaria vaccine reveals a critical role for NK cells in protection against *Schistosoma mansoni*

**DOI:** 10.1186/s13071-024-06505-0

**Published:** 2024-11-19

**Authors:** Almiro Pires da Silva Neto, Juliana Vitoriano-Souza, Mariana Ivo Khouri, Regiane Degan Favaro, Robert Alan Wilson, Luciana Cezar de Cerqueira Leite, Pablo Ivan Pereira Ramos, Leonardo Paiva Farias

**Keywords:** Co-expression network, Radiation-attenuated vaccine, Hub-genes

## Abstract

**Background:**

Despite decades of research, an effective schistosomiasis vaccine remains elusive. The radiation-attenuated (RA) cercarial vaccine remains the best model for eliciting high levels of protection. We have recently explored this model in mice to identify potentially protective pathways by examining gene expression patterns in peripheral blood mononuclear cells (PBMC).

**Methods:**

Herein, we reanalyzed the transcriptomic data from PBMC obtained from vaccinated and infected C57BL/6 mice in three timepoints (Days 7 and 17 after infection or vaccination and Day 7 post-challenge). In addition, we generated new data on PBMC collected 35 days after infection. Deconvolution analysis was performed to estimate immune cell composition by CIBERSORTx. Gene co-expression networks and over-representation analysis (ORA) were performed using the CEMiTool package. Protein-protein interaction networks were constructed using STRING, and the hub proteins for each module were identified using Cytoscape.

**Results:**

Co-expression network analysis identified a module (M2) associated with the infection process, grouping genes related to a Th2 immune response, and a second module (M6) associated with the vaccination process, displaying pathways related to a Th1 response, CD8 + T cells and NK cells. Within each module, five hub proteins were identified based on protein-protein interaction networks. The M2 infection module revealed Chil3, Il4, Cx3cr1, Emr1 and Ccl2 as hubs, while module M6, associated with vaccination, disclosed Prf1, Klrc1, IFN-γ, Ncr1 and Tbx21 as hub proteins.

**Conclusions:**

Our data point to the potentiald role of NK cells that may contribute to the RA vaccine response through the production of IFN-γ orchestrated by the T-bet transcription factor (Tbx21).

**Graphical Abstract:**

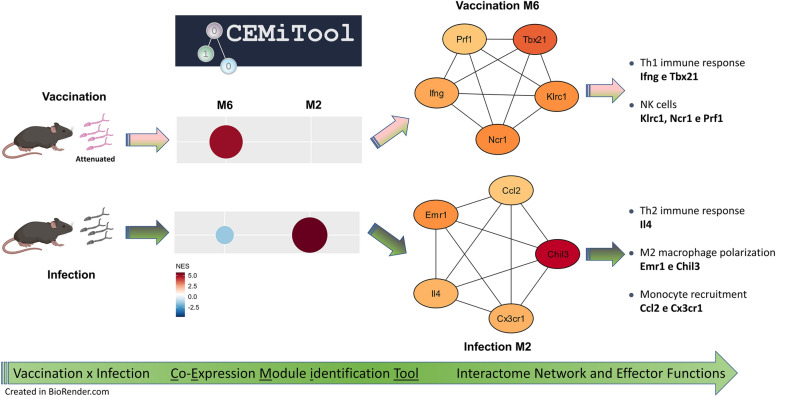

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13071-024-06505-0.

## Background

Schistosomiasis is a neglected tropical disease caused by flatworms of the genus *Schistosoma*. Being mostly present in tropical and subtropical zones, schistosomiasis affects almost 240 million people with 779 million at risk [1]. Treatment with praziquantel (PZQ) is effective against the adult worm stage and has been used together with water supply, sanitation and hygiene (WASH) measures as the main strategies for disease control. Although the disease prevalence and worm burden have decreased in the last decades, schistosomiasis still represents a serious public health problem in persistent hotspots, especially because diagnostics for schistosomiasis cannot detect low-level infections [2]. In this context, an effective vaccine with long-term protective effects would be the ideal tool to prevent and ultimately eradicate this disease [3], a goal proposed in the WHA65.21 resolution endorsed by WHO member states in 2012 [4].

For many pathogens, the most effective vaccines comprise the live infectious agent that has been attenuated to make it non-pathogenic ([5, 6]). For schistosomes, studies with radiation-attenuated (RA) cercariae have demonstrated that a schistosomiasis vaccine is a realistic goal [reviewed in ([7])].

The RA vaccine model was first described by Minard et al. [reviewed in ([7])] and to date remains the gold standard for schistosomiasis vaccinology studies. The model brought a new perspective to vaccine development as it can confer up to ~ 75% effective protection with three vaccination doses [8]. The effector mechanism elicited by the RA cercarial vaccine relies on a pulmonary inflammatory response, involving cytokines such as IFN-γ and TNFα, to deflect challenge parasites into the alveoli (reviewed by Hewitson [3]). However, even after decades of the first report and testing of this vaccine in different animal models, no advances on how to mimic its immune responses using recombinant antigens have been made.

Systems vaccinology has unlocked a new pathway to study the molecular signatures related to immune events that occur after vaccination. Some studies have explored this approach for a series of marketed anti-viral or anti-bacterial vaccines against acute diseases (e.g. yellow fever, influenza and meningococcal diseases) and chronic diseases (e.g. malaria and HIV) (reviewed in [9]).

In the context of schistosomiasis vaccines, limited studies have examined the changes in host gene expression following vaccination and challenge assays. Tian et al. investigated the immunological events in peripheral blood mononuclear cells (PBMC) induced by vaccination of pigs with ultraviolet (UV)-attenuated cercariae of *S. japonicum*, revealing that IFN-γ, as well as genes related to cytotoxic Th1 response, are associated with higher protection levels [10]. Rojo et al. employed RNA sequencing to identify colony-stimulating factor (CSF), S100A alarmin and TNFRSF genes that may predict calpain vaccine efficacy in mouse and baboon models [11].

Recently, we employed a systems vaccinology approach to investigate the cercariae RA vaccine model [12]. We have assessed the transcriptional profiles of skin-draining lymph nodes (sdLNs) and PBMC at various timepoints following vaccination and challenge. Gene Set Enrichment Analysis (GSEA) revealed that vaccination activates pathways related to growth factors, whereas infection inhibits hemostasis pathways [12].

The GSEA approach tests for the enrichment of predefined gene sets constructed based on prior biological knowledge [13]. In contrast, gene co-expression networks identify groups of genes (i.e. modules) sharing similar expression patterns, resulting in a reduced gene universe that can be correlated with specified phenotypes [14] without relying on a priori knowledge.

Herein, we further explore the gene signatures triggered by vaccination and infection, employing gene co-expression network analysis. Additionally, we present new experimental data from PBMC collected at 35 days after a high-dose infection with 500 cercariae to better characterize the signatures associated with infection. Our findings revealed co-expression modules exclusively associated with infection or vaccination. Furthermore, we offer insights into potential gene hubs and effector mechanisms that merit exploration in the development of a vaccine against schistosomiasis.

## Methods

### Ethics statement

The study was carried out using C57BL/6 female mice aged 6–8 weeks, and all experiments were conducted in strict accordance with good practices as defined by the Committee for the Ethical Use of Animals in Experimentation of the Butantan Institute (São Paulo, Brazil) under license 1030/13.

### Experimental design

The current report is a companion study to the previous published systems biology analysis [12]. Herein, we have reanalyzed the transcriptome data provided by Farias (2021) (Gene Expression Omnibus accession number GSE164094) [12].

The data include the expression profile from peripheral blood mononuclear cells (PBMC) obtained from C57BL/6 female mice (*n* = 75), divided into five groups: the vaccinated once (1 V) group (*n* = 12), exposed to 500 attenuated cercariae and challenged with 120 normal cercariae; the vaccinated three times (3 V) group (*n* = 14), receiving 500 attenuated cercariae at 4-week intervals and challenged with 120 normal cercariae; the challenge-only (Chc) group (*n* = 12), subjected to 120 normal cercariae at 84 days; and the infected (Inf) group (*n* = 12), exposed to 500 normal cercariae concurrently with the 1 V group. The control (C) group of untreated mice (*n* = 22) was used to assess baseline gene expression. Samples were collected at three timepoints [Days 7 and 17 after infection or vaccination, and Day 7 post-challenge (Day 7 pc)], and a summary of the experimental design is presented in Fig. 1a. In addition, a new group/timepoint was incorporated into the analyses of the present study; this corresponds to PBMC transcriptomics data collected from mice 35 days after the high dose infection of 500 normal cercariae (Inf Day 35). A summary of the entire dataset used in this study, including worm burden and egg burden is provided in Additional file 1: Table 1. The reductions in worm and egg burden (%) in vaccinated mice were calculated by comparing the number of worms and number of eggs per gram of liver recovered in each vaccinated group with those in the Chc group, as previously described [12] and shown in Fig. 1b–d.

**Fig. 1:**
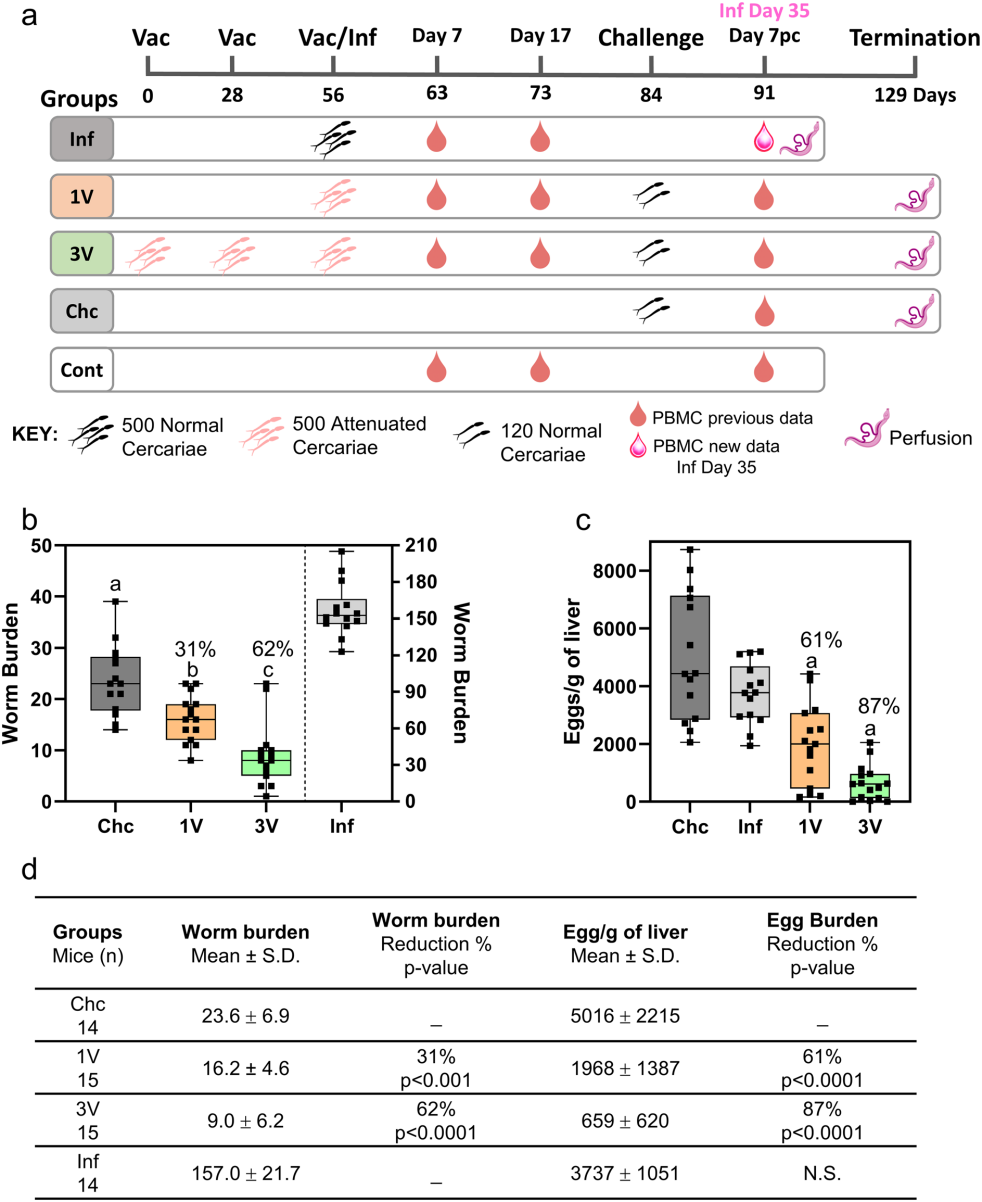
**a** The experimental design encompassing immunization, infection and termination procedures, along with specific timepoints for collecting PBMC for gene expression analysis. The Inf group at Day 35, incorporated in this study, is highlighted. **b** Box plot illustrating the worm burden on Day 129 for the Chc, 1 V and 3 V groups (each infected with 120 cercariae) and on Day 35 for Inf group (infected with 500 normal cercariae). **c** Box plot showing the egg burden for the same groups at the same timepoints as in **b**. Letters denote significant differences, and the percentage of reduction is indicated above the box plot. **d** Summary of parasitological data, including protection level, sample size and associated *p*-values, as determined by ANOVA and Tukey’s posttest (*p* < 0.05), for worm burden comparisons among Chc, 1 V and 3 V, and egg burden comparisons among Chc, 1 V 3 V and Inf

### Blood collection, PBMC separation, RNA extraction, amplification and labeling

Four independent biological replicates of PBMC from the infected group at Day 35 were processed for microarray analysis. All biological replicates consisted of a pool of PBMCs (containing equal amounts of total RNA) from three mice. Blood collection, PBMC separation, RNA extraction, quality control, amplification, labeling and hybridization were performed exactly as previously described [12] (Additional file 1: Table 1). The complete dataset containing 55 microarray samples was reanalyzed as described below.

### Microarray processing and calculation of differentially expressed genes

The raw microarray data were loaded using the read.maimage function from the limma package in R/Bioconductor [15]. The probes were annotated using the biomaRt package with gene symbols from the Ensembl database [16]. After the probes were annotated, the limma package was used to perform background and normalization correction using the “normexp” and “quantile” methods, respectively. Control probes, probes without gene symbols and probes that were not expressed in at least four arrays were excluded from the dataset. The expression values from replicated probes and gene symbols were averaged using the “avereps” function. To address potential batch effects during microarray processing, we included batch as a covariate in the linear model design matrix. Cleaned data were then used for the differential expression analysis using the linear model “fit” function with a design matrix based on the group and batch variables. The resulting *P*-values were adjusted using the Benjamini and Hochberg method for controlling the false discovery rate [17]. Upon manual inspection of the data, we observed minor gene expression changes. Therefore, we selected differentially expressed genes (DEGs) using an unadjusted *P*-value cutoff of ≤ 0.001.

### Co-expression network analysis (CEMiTool)

To identify groups (i.e. modules) of co-expressed genes in our dataset, the CEMiTool R package was employed, allowing the automated identification of co-expressed genes using an unsupervised gene filtering method coupled with the automated selection of parameters, enrichment, interactome and functional analyses [18]. The data used in this analysis were normalized as described above. The CEMiTool algorithm uses expression data instead of differentially expressed gene data. To account for potential batch effects influencing the gene expression values, the Combat algorithm (part of the sva R package) was used [19]. The CEMiTool package also performs over-representation analysis for pathway identification. For this, we have used the blood transcriptome module (BTM) gene set, which is more suitable for PBMC gene expression data [20]. Modules displaying an activation pattern associated with vaccination or infection were manually identified and further analyzed.

### Estimation of immune cell composition

CIBERSORTx is a method for characterizing and estimating the cell composition of complex tissues using their gene expression profile [21]. We have used CIBERSORTx via the online platform (https://cibersortx.stanford.edu/) to assess the proportion of immune cell populations in the PBMC data. For this, we utilized the PBMC tissue-specific signature matrix from ImmuCC [22], which can identify eight different cell populations typically found in PBMCs (B cells, basophils, dendritic cells, macrophages, monocytes, neutrophils, natural killer cells and T cells) and was trained using mouse data. The normalized, batch-corrected expression data were used as input, with 500 permutations. The baseline for cell populations was generated using 16 biological replicates from various timepoints from the control group (Cont).

### Cell-type specific enrichment analysis (CSEA)

To estimate the cell composition based on the genes expressed in modules M2 and M6, we utilized Web-based Cell-type Specific Enrichment Analysis of Genes (WebCSEA) accessible at (https://bioinfo.uth.edu/webcsea/). This resource encompasses tissue-cell-type expression signatures, derived from > 5.5 million cells from 111 scRNA-seq panels of human tissues and 1355 tissue cell types from 61 different general tissues across 11 human organ systems [23]. First, we identified the human orthologous of the mouse genes from modules M2 and M6 using g:Profiler (https://biit.cs.ut.ee/gprofiler/orth). Subsequently, we conducted the analysis on WebCSEA, focusing on the top 20 general cell-type dataset and then filtered for immune-related cell type. Only the cell types enriched above the Bonferroni-corrected significance cutoff of 3.69 × 10^–5^ (considering the critical *P*-value set at *α* = 0.05 and adjusting for 1355 comparisons associated with the different tissue cell types*)* were displayed [23].

### Protein-protein interaction (PPI) network construction and hub gene identification

Protein-protein interaction (PPI) networks are tools that give sense to biological machinery through visualization of the relationship between proteins [24]. For the construction of the PPI networks, the list of gene symbols composing the M2 and M6 modules (disclosed during the CEMItools analysis) were imported into the STRING online database (version 11.5; https://string-db.org/). Disconnected nodes were excluded, and the resulting network was imported into Cytoscape (version 3.9.1) [25] for visualization and further analysis. The Cytohubba plugin [26] was used to identify the hub genes based on the Maximal Clique Centrality (MCC) ranking values.

### Data availability statement

The data presented in the study are deposited in NCBI's Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/) repository, series accession number GSE164094 and GSE222444.

### Statistical analysis

Data sets were tested for normality using the Shapiro-Wilk test. Differences in worm and egg burdens were analyzed with a one-way ANOVA, followed by Tukey’s multiple comparison post-hoc test. Cellular populations estimated by CIBERSORTx were plotted, and statistical analyses were conducted using the Mann-Whitney *U*-test for multiple comparisons [false discovery rate (*Q*) 5%] and the Benjamini, Krieger and Yekutieli method. For cellular population estimation using single-cell analysis with WebCSEA, only cell types enriched above the Bonferroni-corrected significance cutoff (*P* ≤ 3.69 × 10^–5^) were displayed. For identification of differentially expressed genes, unadjusted *P*-value cutoffs of ≤ 0.001 were applied. Otherwise, differences were considered statistically significant when *P* ≤ 0.05. Graphs and statistical analyses were performed using PRISM version 9.00 software (GraphPad, San Diego, CA).

## Results

### Infected group at Day 35 presented similar liver egg burden to challenge controls at Day 49

We previously reported the high efficacy of the RA vaccine and assessed the expression profile in the PBMC of vaccinated/challenged or infected mice [12]. 

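The measurements behind the comparisons are single-colour Agilent mouse arrays hybridised with PBMC RNA, each from a pool of 3 mice. In all, 59 arrays of 62976 spots were deposited. They come from mice exposed to normal cercariae (Inf), mice given 1 or 3 doses of radiation-attenuated cercariae and later challenged (1V and 3V), mice that received the challenge alone (Chc) and naïve mice (Control). PBMC were taken at Days 7 and 17 after exposure or vaccination and 7 days post-challenge (Day 7pc), with Day 35 in place of Day 7pc for the Inf group. The Chc group was sampled at Day 7pc alone. Each group had 4 arrays at each timepoint, except the 3V group with 5 and Control at Day 7 with 8. The arrays lay on 8 slides. Slides 1 and 2 held Day 7 arrays, slides 3 and 4 Day 17 arrays, and slides 5 and 6 arrays of Inf Day 35, 1V Day 7pc, 3V Day 7pc and Control Day 7pc. Slide 7 held the 4 Chc arrays, the fifth array of each 3V group and 1 Control array of Day 7, and slide 8 held 4 further Control arrays of Day 7. The authors deposited for each spot the median intensity, the median local background intensity, the intensity after the processing of the scanning software and quality flags, all before scaling between arrays. Between 39.8% and 68.8% of the gene spots of an array were called well above background, with a median of 53.49%. The median background was 31 to 79 intensity units, against a median processed signal of 21.9 to 70.9 above it. RNA integrity numbers were 5.2 to 9.7, with a median of 8.9. The 5.2 is that of Control Day 17 replicate 1, and the other arrays had 8.4 or more. The number of arrays limits the precision of every value.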

Aiming to expand the investigation of the gene expression profile of infected animals beyond Day 17, we analyzed PBMC samples collected 35 days after a high-dose infection with 500 cercariae (Fig. 1a). The animals exhibited an average worm burden of 157 and mean liver-trapped egg burden of ~ 3700 (Fig. 1b–d). A comparative analysis with the Chc group (infected with 120 cercariae and perfused 49 days later) revealed that the worm burden of the Inf group was ~ 5.0 times higher [ANOVA, *F*(2,41) = 21.87, *P* < 0.0001] (Fig. 1b), while the liver-trapped egg burden showed no significant difference [ANOVA, *F*(3,54) = 26.1, *P* < 0.0001] (Fig. 1c).

### Infection progression induces greater gene expression changes than vaccination

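For the re-computed DEGs, the median spot intensity was corrected for local background with the normexp method of limma and brought to one distribution with quantile normalization. Control spots and probes called well above background in fewer than 4 arrays were left out. Spots were averaged by probe and probes by gene symbol, which gave 20564 probes and 15860 genes on the log2 scale. A linear model with the 13 groups and the 8 slides as terms was fitted to each gene with limma, which shared the estimate of the spread between genes. Each log2 fold change is the group minus the Control group of the same timepoint, with Control Day 7pc for Inf Day 35 and Chc. At the unadjusted P of 0.001 that the paper sets, 15.9 of the genes tested would pass by chance, and numbers of genes at a Benjamini-Hochberg adjusted p under 0.05 are given beside. The layout of the slides decides which arrays carry weight. The fifth 3V array at Day 17 and at Day 7pc lies on slide 7, without a Control array of its timepoint, and is the only link between that slide and the others of its timepoint, so the model fits it exactly and those contrasts rest on 4 arrays per group. The 4 Control arrays on slide 8 add nothing to the Day 7 log2 fold changes. Chc shares no slide with its controls and is linked to them only through the fifth 3V array of Day 7pc. In simulated data in which 200 genes changed by a log2 fold change of 1, between 72% and 84% of these were called in the other contrasts and 48% in Chc.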

After raw data processing and cleaning, differentially expressed genes (DEGs) relative to the control group were classified with a *P*-value ≤ 0.001 (Additional file 2: Table 2). The extent to which gene expression was perturbed in PBMCs following exposure to attenuated or normal cercariae is illustrated by the volcano plots (Additional file 3: Fig. 1).

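Against Control of the same timepoint, the 1V group had 83 DEGs at Day 7 (48 up- and 35 downregulated), 134 at Day 17 (74 and 60) and 69 at Day 7pc (37 and 32). The 3V group had 610 at Day 7 (348 and 262), 499 at Day 17 (383 upregulated) and 46 at Day 7pc (19 and 27). In the Inf group, 104 DEGs were found at Day 7 (20 and 84) and 122 at Day 17 (19 downregulated), and in the Chc group 21 (1 and 20). After adjustment over all genes, limma called 4, 73 and 12 genes in the 1V group at the 3 timepoints and 1518 and 709 in the 3V group at Days 7 and 17. It called 8 and 76 in the Inf group at Days 7 and 17 and 12 in the Chc group. At 3V Day 7pc limma called 0 genes after adjustment, where 1059 genes had an unadjusted p under 0.05. Every DEG of the contrasts at Days 17 and 7pc that share slides with their controls had the same sign within both slides, as did every DEG of 1V at Day 7. This held for 99.0% of the DEGs of Inf at Day 7, and for 71.5% of those of 3V at Day 7 over 3 slides. The median log2 fold change of all genes was 0.13 for 3V at Day 7. Fitting only the 2 groups compared moved the numbers from 104 to 11 for Inf and from 610 to 85 for 3V at Day 7, and all 16 controls as one group moved that of 3V at Day 17 from 499 to 1104. For 3V at Day 7 it was 78 without Control Day 7 replicate 1 and 1258 without replicate 4. The split by direction depended on the scaling in 5 contrasts. With processed signal scaled to the 75th percentile, it was 16 up and 24 down for Inf Day 7, 37 and 18 for 1V Day 7pc and 4 and 18 for Chc. With the deposited table of processed values, it was 24 and 39 for Inf Day 7 and 505 and 244 for 3V Day 7. For 1V Day 7, it was 51 and 54 with a normexp offset of 50. Other fits turned it as well. The Chc group had 63 up and 32 down with slide left out, 29 and 11 with slide as a random block and 80 and 31 with all 16 controls as one group, which gave 55 and 59 for 1V Day 7pc. It was 77 and 83 for 1V Day 7 with the replicate number as a block, and 18 and 3 for 3V Day 7pc in the fit of the 2 groups. With the mean of the erythroid markers as a covariate, it was 88 and 94 for 3V Day 7. That covariate gave 27 and 51 for 1V Day 7pc and 30 and 20 for 3V Day 7pc.

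**Figure D1:**
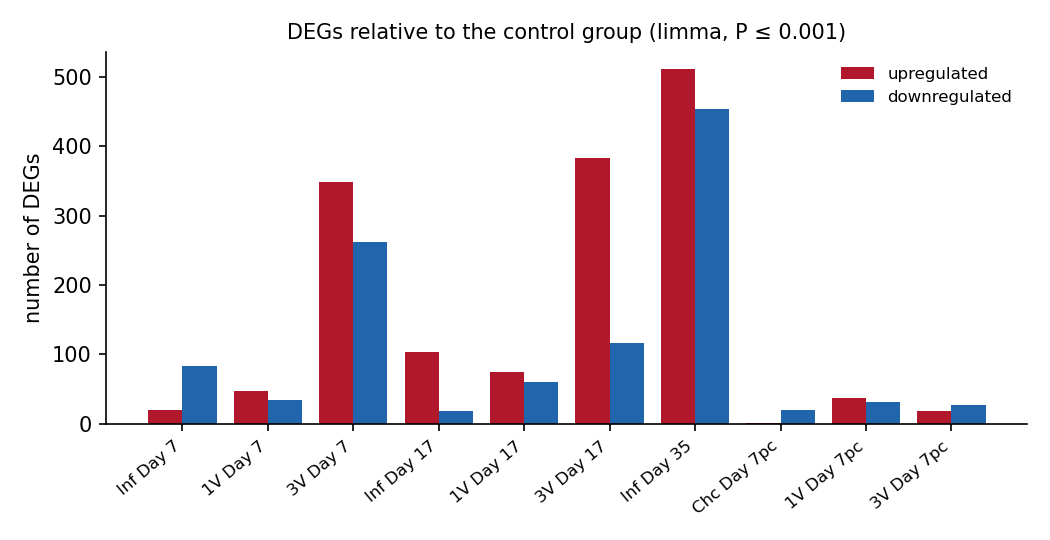
Number of upregulated (red) and downregulated (blue) genes at an unadjusted P of 0.001 or less for each group against Control of the same timepoint, with Control Day 7pc for Inf Day 35 and Chc. The bars of Inf Day 35, 3V Day 7 and 3V Day 17 are the tallest.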

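The number of genes called in the vaccinated groups depended on single arrays. For 3V at Day 7 it was 78 without Control Day 7 replicate 1, 272 without replicate 2 and 1258 without replicate 4 of that group. Without 3V Day 7 replicates 1, 2 and 3 it was 352, 350 and 321, and without replicate 5 it was 1258. Among the genes called there, 99.8% had the sign of the fit on slide 1 and on slide 2, and 71.8% on slide 7, where 1 array of each group was compared, but these slides are part of the fit. Of the 610 genes with the largest change on slide 1, 86.4% had the same sign on slide 2 and 32.5% on slide 7, and of those on slide 2 it was 36.6% on slide 7. Across all genes, which are not independent, the changes on slides 1 and 2 had a correlation of -0.057 and -0.076 with those on slide 7, which therefore does not repeat them. For 3V at Day 17 the number was 322 without 3V replicate 3, and 293 and 321 without Control Day 17 replicates 2 and 3. At Day 7pc it was 25 for 3V without replicate 1 or without replicate 4, and 27 without Control Day 7pc replicate 3. For 1V it was 29, 155 and 166 at Day 7 without Control Day 7 replicates 1, 3 and 4, and 85 at Day 17 without Control Day 17 replicate 3. At 1V Day 7pc it was 134, 179, 373 and 30 without replicates 1 to 4 and 37 without Control Day 7pc replicate 4. For Inf at Day 7 it was 39 without Inf Day 7 replicate 1 and 53 without Control Day 7 replicate 1, and at Day 17 it was 69 without Inf Day 17 replicate 3. Chc stayed between 18 and 26 without any 1 array of Chc or its Control. RNA of red cells varied between arrays of a group. With the mean of 6 erythroid marker genes added to the model as a covariate, an alternative chosen after seeing the data, 182 genes were called in 3V at Day 7 and 292 at Day 17, of which 166 and 133 were also called without it. The erythroid markers themselves changed by a mean log2 fold change of -0.47 in 3V at Day 7 (adjusted p = 0.38 from limma's fry).

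**Figure D2:**
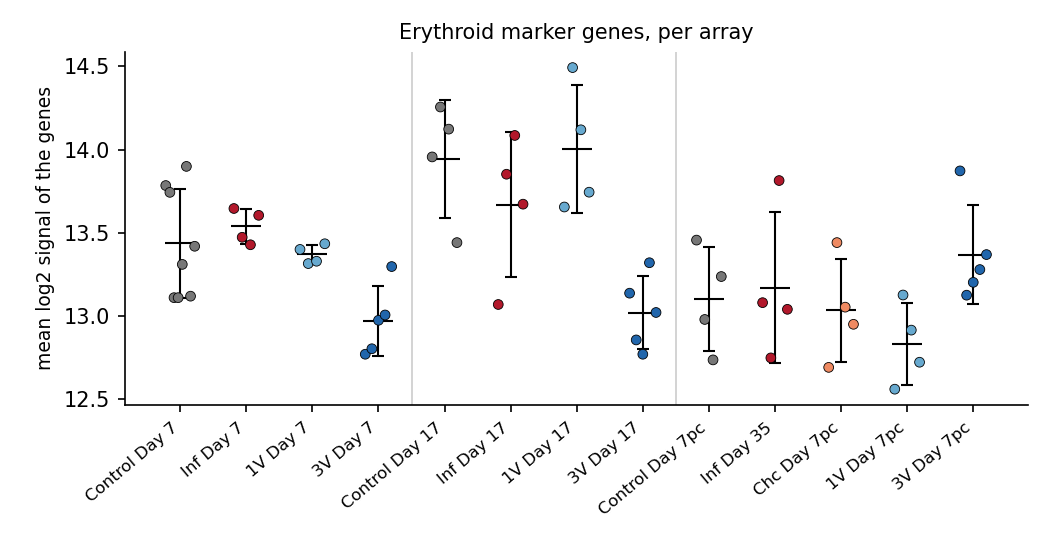
Mean log2 signal of the 6 erythroid marker genes after correction for slide, with 1 dot for each array and a bar for the mean ± SD of each group, ordered by timepoint. Inf Day 35 replicate 3 lies above the 3 other arrays of its group, and all arrays of 3V Day 17 lie below those of Control Day 17. The correction puts replicate 5 of 3V at Days 17 and 7pc at the mean of its group, so its dot carries no information and the SD drawn is too small.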

Previously, we observed that animals immunized three times had the highest number of DEGs compared to the other groups [12]. Upon reanalysis, including the Inf group at Day 35, this group now presents the largest number of DEGs (1076 DEGs, 559 up- and 517 downregulated) (Additional file 3: Fig. 1). 

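In the re-computed values, Inf Day 35 had the most DEGs of the 10 contrasts, with 965 (511 up- and 454 downregulated), ahead of 3V at Day 7. Limma called 1539 genes after adjustment (732 up and 807 down). The median absolute log2 fold change of the DEGs was 0.84, and all of them had the same sign on slides 5 and 6. With each array left out in turn the number stayed between 707 and 865. Under the other settings it lay between 684 with only the 2 groups compared and 1161 with the erythroid covariate. The number for 3V at Day 7 lay above 965 without some single arrays, as given above, so the rank can turn on single arrays. Of the 122 DEGs of Inf at Day 17, 63 were also DEGs at Day 35, each in the same direction. In 100 simulated sets of unchanged groups with as many calls, the median shared number was 11.5 and the highest 55. In 3V the DEGs of Days 7 and 17 shared 88 genes, 86 in the same direction, against a simulated median of 25.5 and a highest of 122. A number as large came up in 3 of the 100 sets.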

The top 15 DEGs (both up- and downregulated) for each group and timepoint are listed in Additional file 2: Table 2.

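Per contrast, up to 3 genes with the largest log2 fold change in each direction were taken from the DEGs well above background on every array of at least 1 of the 2 groups compared. Some DEGs outside this set changed more. Of these 57 calls, 28 held with every array of the 2 groups left out in turn and 22 under every other setting. At Inf Day 35, Apol10a rose by a log2 fold change of 3.45 (SE 0.52, adjusted p = 6.4e-06 from limma) and Klra2 by 3.19 (adjusted p = 2.2e-08). The log2 signal of Apol10a was 11.04 ± 0.96 (SD, n = 4) against 7.59 ± 0.53 (SD, n = 4) in Control Day 7pc, and its residuals followed those of the erythroid markers across the 59 arrays (r = 0.83). Defb1 (-3.13), Cysrt1 (-2.13) and Sytl4 (-2.05) fell most among these. Defb1 rested on uneven controls, with a log2 signal of 9.87 ± 2.59 (SD, n = 4) in Control Day 7pc, and its change was -3.82 and -1.73 at the ends of the range with each array left out. Otof (-1.82, adjusted p = 1.4e-07), Vmn1r195 (-1.91) and Scgb2b20 (-1.80) did so at 3V Day 17. With the erythroid covariate the last 2 were no longer called (-0.89 and -0.49). The Otof spots were saturated in 3 of the 4 Control arrays. Tmem88 fell at 1V Day 17 (-1.49, adjusted p = 1.4e-06), and Csta2 at Inf Day 17 (-1.83, adjusted p = 0.012). Slamf8 rose at 3V Day 7 (1.56). At 1V Day 7pc, Cdc42ep1 rose (1.20, adjusted p = 0.0034) and Stpg2 fell (-1.52, within slides -0.18 and -2.86). In Chc, Pomgnt2 (-5.46), Uhrf2 (-2.85) and Timm29 (-1.89) fell with every array of Chc and its Control left out. With slide left out of the model they changed by -0.41, -0.070 and -0.10 and were not called, so that these values rest on the link between slides. The 2 probes of Uhrf2 did not move together (r = -0.14).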

Based on these data, a heat map was generated to highlight genes associated with infection or vaccination (Fig. 2). 

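Other calls among the genes chosen for the largest changes were lost with at least 1 array left out. At Inf Day 17 they were Cstdc5 (-2.08, and -1.70 without Control Day 17 replicate 2) and Stfa1 (-2.01, and -1.77 without Inf replicate 1 and -1.52 without Control Day 17 replicate 2), members of a family of near-identical genes. Csta2 of the same family fell at 1V Day 17 (-1.63), and was not called without 1V replicate 1 (-1.44) or Control Day 17 replicate 2 (-1.29). Apol11b rose there (1.71), with 1.46 and 1.51 without 1V replicates 2 and 3 and 1.24 without Control Day 17 replicate 4. Its residuals followed those of the erythroid markers (r = 0.91). Esm1, below background in all Control Day 17 arrays, was at least 2.38-fold higher, and Ciart fell (-1.64). That bound equals the fitted log2 fold change of Esm1, 1.25, so it allows for background but not for the spread between arrays. Each call was lost without any of 4 arrays, at log2 fold changes of 1.03 or more for Esm1 and -1.57 or less for Ciart. Sytl4 at Inf Day 35 was lost without Inf replicates 3 (-1.79) or 4 (-1.88) and Control Day 7pc replicates 2 (-1.93) or 3 (-2.01). At 1V Day 7pc, Scg3 (-1.43) was -1.37 and -1.15 without 1V replicates 3 and 4 and -0.52 without Control Day 7pc replicate 4. Glce (-1.43) was -0.52 without 1V replicate 4, and -1.26 and -1.37 without Control Day 7pc replicates 3 and 4. At 3V Day 7pc, Defb1 (-2.16) was -0.77 without Control Day 7pc replicate 4 and between -2.15 and -1.97 without 3V replicates 2, 3 and 4. Slc6a19 (-1.30) was -1.03 and -1.21 without 3V replicates 1 and 4 and -1.15 without Control Day 7pc replicate 3. Stpg2 (-1.10) was -0.92 without 3V replicate 4 and -0.81 and -0.80 without Control Day 7pc replicates 3 and 4. Cebpe (1.12) was lost with 5 of 9 arrays left out and lay between 0.95 and 1.20.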

In the Inf group, notable upregulated genes included those involved in chemotaxis in myeloid cells (Retnla and Retnlg from the Resistin family and Inpp5j), anti-parasitic defense mechanisms and eosinophil protein synthesis (Prg2; eosinophil major basic protein isoform), differentiation and functional maturation of granulocyte progenitor cells (Cebpe), eosinophil accumulation and survival (Siglecf; sialic acid binding lectin) and inflammation and allergy (Ym1/Chil3; chitinase-like 3 and Alox15).

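At Inf Day 17, Retnlg (on chromosome 16 from 48872608 to 48874498 of GRCm38.p6) rose by a log2 fold change of 2.50 (SE 0.31, adjusted p = 4.7e-06 from limma). Its log2 signal was 13.52 ± 0.47 (SD, n = 4) against 11.01 ± 0.25 (SD, n = 4) in Control Day 17, and 14.10 ± 0.43 (SD, n = 4) against 11.76 ± 0.34 (SD, n = 4) in Control Day 7pc at Day 35. Inpp5j rose by 2.30 at Day 17 and 2.39 at Day 35, Prg2 by 2.09 and 2.07, and Cebpe by 2.21 and 2.60. Alox15 rose by 2.01 and 1.61, and Siglecf by 1.47 and 1.47. The largest adjusted p of these genes was 0.0011 for Alox15 at Day 17. With each array left out, all of them were called at both days. Retnla was below background in all Control arrays of Day 7pc and was at least 2.06-fold higher in the Inf group at Day 35. Of the 8 genes named, limma called 7 at Day 17, both over all genes and at the unadjusted P, and 8 at Day 35. Adjusted over the list alone, 8 were called at each day, which is not independent evidence because the study chose the genes on these arrays. As a list they nevertheless rose in the vaccinated groups at Day 17, by a mean log2 fold change of 0.52 in 1V (adjusted p = 0.063) and 0.48 in 3V (adjusted p = 0.083), both past the unadjusted threshold. At Day 7pc the list rose by 0.62 in 3V (adjusted p = 0.031) and 0.39 in 1V (adjusted p = 0.16). At Day 17, for 1V the mean was 0.35 without 1V replicate 4, and for 3V it was 0.36 without 3V replicate 2, with the threshold missed in both. It was also missed without Control Day 17 replicates 2, 3 and 4 in 1V (0.50, 0.46 and 0.49), and in 3V without 3V replicates 1 and 4 (0.43 and 0.45) and without the same Control arrays (0.46, 0.41 and 0.45).

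**Figure D3:**
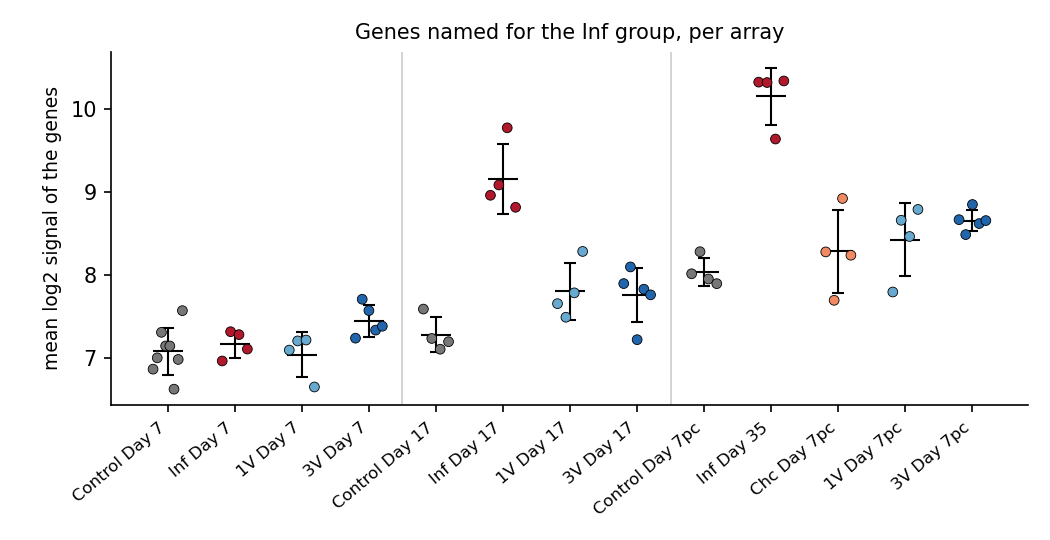
Mean log2 signal of the 8 genes named for the Inf group (Retnla, Retnlg, Inpp5j, Prg2, Cebpe, Siglecf, Chil3 and Alox15) after correction for slide, with 1 dot for each array and a bar for the mean ± SD of each group. All Inf arrays of Days 17 and 35 lie above the Control arrays of their timepoint. Replicate 5 of 3V at Days 17 and 7pc is put at the mean of its group by the correction, which makes the SD drawn there too small.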

**Fig. 2:**
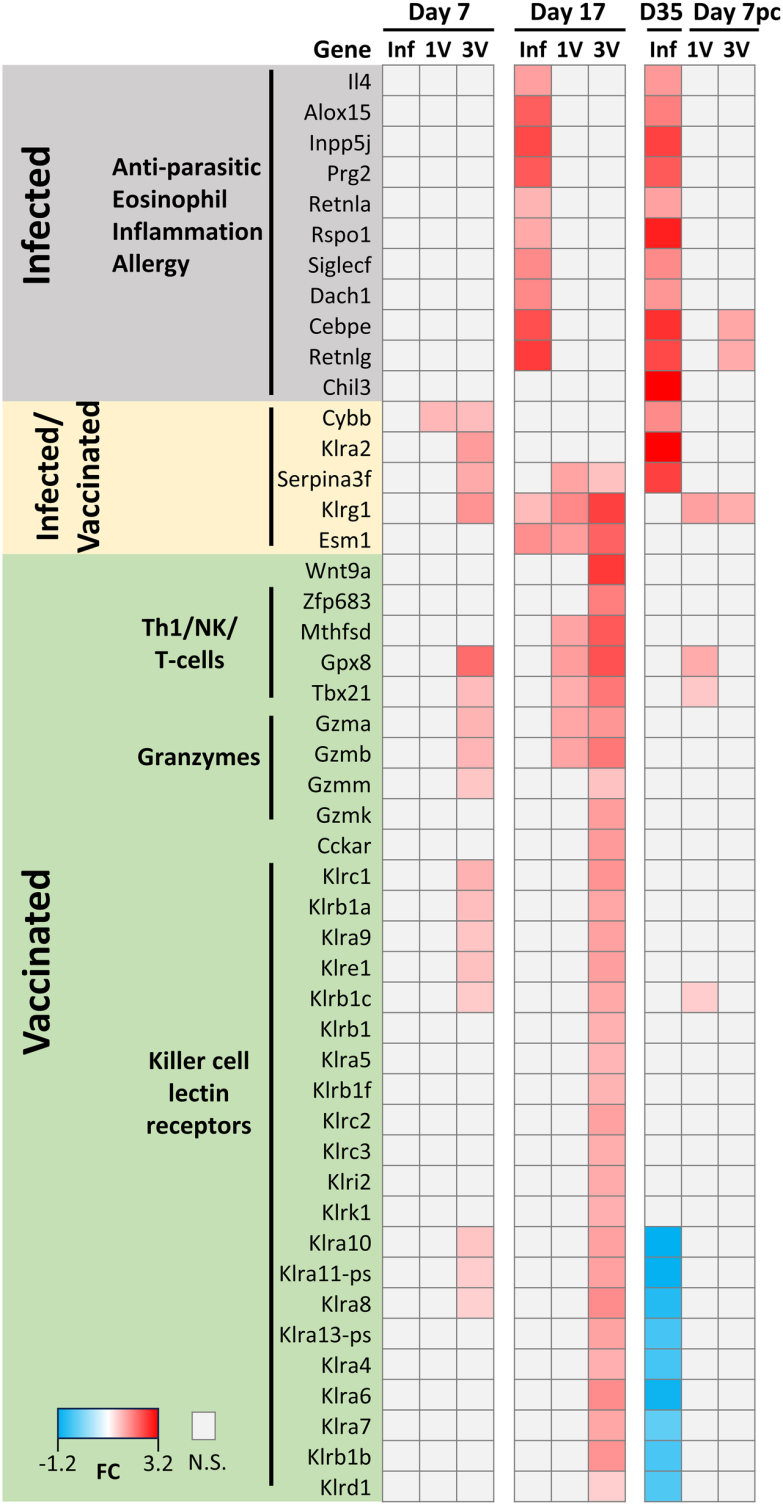
Heatmap highlighting differentially expressed genes (DEGs) in the infected and vaccinated groups as well as genes shared between both groups, which exhibit regulation at least at two timepoints. Chil 3, Wnt9a and Zfp638 were included despite being expressed at only one timepoint because they rank among the top 10 DEGs (*p* < 0.001, FDR not adjusted). Additionally, some killer lectin-like receptors (Klrs), also expressed at only one timepoint, were included because of their notable abundance

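At Day 7 few of the genes chosen for the largest changes were called with every array left out. In 3V, Mapk12 rose by 1.87 and Ccdc88a fell (-1.97), but within slides 1, 2 and 7 they changed by 0.67, 0.17 and 6.93, and by -0.55, -0.0074 and -8.00. Without 3V Day 7 replicate 5 or Control Day 7 replicate 4 they were 0.37 and -0.19. Sprr1a fell (-1.69), with -1.58 and -1.49 without 3V replicates 1 and 3 and -1.41 and -1.36 without Control Day 7 replicates 1 and 2, and Vmn1r168 fell (-1.65) with a lost call for 5 of 13 arrays (-2.26 to -1.23). On slide 7 Sprr1a and Vmn1r168 changed by 0.21 and 0.41, and with the erythroid covariate neither was called (-1.02 and -0.89). In 1V, Hk3 rose by 1.34, and was 1.13 and 0.99 without 1V replicates 2 and 4 and 1.30 without Control Day 7 replicate 3. Atf3 rose by 1.21, and was 1.1 without 1V replicate 2 and 0.83 and 1.20 without Control Day 7 replicates 1 and 2. Pik3ap1 rose by 1.16, and was 1.01 and 1.1 without 1V replicates 3 and 4 and 0.35 without Control Day 7 replicate 2. Rnase1 (-0.98) and Marveld3 (-0.75) each lost the call for 5 of 12 arrays, between -1.26 and -0.67 and between -0.89 and -0.56. Zc3h6 (-0.71) was -0.69 and -0.58 without Control Day 7 replicates 1 and 3. In Inf, Ptp4a3 (1.04) was 0.34 without Control Day 7 replicate 1 and was not called without Inf replicates 1 (1.01), 2 (0.99) or 4 (1.04). Chst10 (0.68) was 0.41 and 0.54 without Control Day 7 replicates 1 and 2. Vps52 (-1.63) was -0.12 without Control Day 7 replicate 1 and -1.41 and -1.42 without Inf replicates 1 and 2, its probes hardly moved together (r = 0.069), and the probe with the highest mean gave 0.0066. Prp2 (0.67), Cdc23 (-1.06) and Hdac9 (-1.03) lost the call for 8, 10 and 5 of 12 arrays, within 0.49 to 0.83, -1.37 to -0.47 and -1.30 to -0.35.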

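Chil3, which lies on chromosome 3 from 106147554 to 106167564, rose by a log2 fold change of 3.24 at Inf Day 35 (SE 0.42, adjusted p = 5.0e-07). Its log2 signal was 14.55 ± 0.35 (SD, n = 4) there against 11.31 ± 0.58 (SD, n = 4) in Control Day 7pc, and the change was 3.51 and 2.98 within slides 5 and 6. At Inf Day 17 it rose by 1.45, more than the SD of 0.35 between the arrays, but was not called (SE 0.42, adjusted p = 0.14). It was called there when the 16 Control arrays formed one group (1.51), and at 1.45 with the replicate number as a block, with 55 arrays and with only the 2 groups compared. Wnt9a (on chromosome 11 from 59306849 to 59333552) was below background in all Control arrays of Day 17 and at least 3.22-fold higher in 3V at that day (adjusted p = 7.3e-04), with the call kept with every array left out. In 1V at Day 17 it was not called, at a bound of at least 1.71-fold. Zfp638 was not called in any contrast, and its largest change with a p under 0.05 was -0.27 in 1V at Day 17 (adjusted p = 0.44 from limma).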

The immunized groups, 1 V and 3 V, shared a variety of early upregulated genes associated with the activation of immune responses. These included: GPX8, a glutathione peroxidase; the Th1 transcription factor T-bet (Tbx21); various granzymes (Gmza, Gzmb, Gzmm and Gzmk); the transcription factor regulator (Zfp683); several killer cell lectin receptors (Klrs) involved in the regulation of lymphocyte and natural killer cell differentiation. 

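The DEGs of 1V and 3V at Day 7 shared 39 genes, all in the same direction. Both contrasts use the same Control arrays, so part of the overlap comes with the design. In 100 simulated sets of unchanged groups with the same controls and as many calls, the median shared number was 25.5, and 22 sets reached 39. At Day 17, 58 genes were shared against a simulated median of 27.5, with 7 sets as large. After challenge 10 were shared against 4, with 10 sets as large. The log2 fold changes of 1V and 3V were correlated across genes, which are not independent replicates, with r = 0.64 at Day 7, 0.33 at Day 17 and 0.13 at Day 7pc, against simulated medians of 0.54, 0.49 and 0.50. At Day 17 the Inf group shared 36 DEGs with 3V and 22 with 1V, against simulated medians of 25 and 12, with 38 and 17 sets as large. Of 6 tested genes that the paper names for the vaccinated groups, limma called 0 in 1V at Day 7, with 1 at an unadjusted p under 0.05, and found a mean log2 fold change of 0.12 for the list (adjusted p = 0.49).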

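Gpx8, on chromosome 13 from 113042757 to 113046430, rose by a log2 fold change of 1.83 in 3V at Day 7 (SE 0.24, adjusted p = 2.1e-05) and 2.17 at Day 17 (SE 0.25, adjusted p = 8.8e-08). In 1V it rose by 1.22 at Day 17 (adjusted p = 0.0077) and 1.05 at Day 7pc (adjusted p = 0.13), the latter with the call lost without 1V replicates 1 or 3 (0.91 each). Its log2 signal was 9.15 ± 0.28 (SD, n = 4) in 3V at Day 17 against 6.97 ± 0.41 (SD, n = 4). Gzmb rose by 0.94 and 1.73 in 3V at Days 7 and 17 and by 1.15 in 1V at Day 17, and at Day 7 was not called without Control Day 7 replicates 1 (0.88) or 2 (0.82). Gzma rose by 0.88 and 1.08 in 3V and 1.04 in 1V, with saturated spots on 3, 5 and 3 arrays. With processed signal scaled to the 75th percentile, Gzma was not called at Day 17 (0.68 in 3V and 0.69 in 1V). Gzmm rose by 0.72 and 0.78 in 3V. It was not called at Day 7 without 3V replicate 1 (0.66) or Control Day 7 replicate 1 (0.39), at Day 17 without 3V replicate 3 (0.68) or Control Day 17 replicate 1 (0.65), or with the erythroid covariate (0.62 and 0.57). Gzmk was not called in any contrast, and Zfp683 had no probe that matched its symbol. Of the 6 genes tested, 5 were called in 3V at Days 7 and 17 and 4 in 1V at Day 17, both at the unadjusted P and over all genes, and 5 in each case adjusted over the list alone. In 1V at Day 7pc 2 were called, of which 0 passed the adjustment over all genes and 3 the adjustment over the list alone. Since these genes were picked on the same arrays, that count carries no independent weight. As a list they rose by 0.79 in 3V at Day 7, 1.33 at Day 17 (adjusted p = 7.0e-10) and 0.25 at Day 7pc (adjusted p = 0.13), by 0.78 in 1V at Day 17 (adjusted p = 5.1e-06) and 0.52 at Day 7pc (adjusted p = 0.0047), and by 0.39 at Inf Day 17 (adjusted p = 0.018). Of 25 Klr genes on the array, 8 were up in 3V at Day 7, 19 at Day 17 and 1 at Day 7pc, and 1 in 1V at Day 17 and 2 at Day 7pc, while 20 were called in at least 1 contrast. Klrg1 (on chromosome 6 from 122270596 to 122282833) rose by 2.42 in 3V (adjusted p = 5.0e-09) and 1.51 in 1V at Day 17, by 1.37 in 3V at Day 7, and by 1.04 in 3V and 1.21 in 1V at Day 7pc. It also rose at Inf Day 17 (0.87).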

Of note, some of these Klrs show negative regulation in the infected group on Day 35 (Fig. 2).

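Of the 25 Klr genes, 9 were downregulated at Inf Day 35 and 1, Klra2, was upregulated. The log2 fold changes of the 9 were -1.06 for Klra10, -1.01 for Klra6, -0.92 for Klra8, -0.82 for Klra16, -0.79 for Klra4, -0.76 for Klrb1b, -0.74 for Klrd1, -0.67 for Klra7 and -0.66 for Klrb1c. In each of them, all 4 Inf arrays lay below all 4 Control Day 7pc arrays. After adjustment over all genes limma called 13 of the 25, and adjusted over the list alone 18. The mean of the family changed by -0.37 (adjusted p = 0.0047 from fry over 60 tests of gene lists), and by -0.26 and -0.48 within slides 5 and 6. Probes of neighbouring Klra genes are similar in sequence, so that single members are less certain than the family. The probes of Klrc3 moved apart (r = 0.38).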

### Co-expression network analysis identified specific modules associated with infection or vaccination

The CEMItool was used to identify modules of genes that are significantly co-expressed across different groups and timepoints. 

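Modules were rebuilt from the array values corrected for slide, since the module tables at hand are incomplete. Of the 75% of genes with the highest mean, those in the top tail of variance entered the network, which left 1513 genes. The tail was set at p under 0.1 of an inverse gamma distribution fitted to the variances of all these genes, without regard to their mean. An unsigned network at power 11, grouped by average linkage on topological overlap, gave 8 modules of 395, 129, 121, 117, 89, 45, 31 and 30 genes and left 556 genes in none. A signed network gave 9 modules, average linkage on 1 minus r also gave 9, and the network without correction for slide gave 9 modules of 192 genes at most. On 20 simulated sets with 60 planted modules, 33 modules were found whole and the median share found was 100%, with a lowest share of 37.5%, so that sizes can fall short of the true ones.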

Among the eight identified modules, two that correlated with the infection (M2) and the vaccination (M6) processes (Fig. 3a) were pinpointed. M2, activated at Day 17 and Day 35 in the infected group, did not exhibit changes in the vaccinated groups relative to the control. On the other hand, M6 is activated in the 3 V group across all timepoints and in the 1 V group after challenge (Fig. 3a). 

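The module with most of the genes Chil3, Il4, Cx3cr1, Adgre1 (Emr1) and Ccl2 was module 4, with Chil3 and Adgre1 among its 117 genes, together with Ear1, Ear2 and Ear10 and 6 of the 7 monocyte markers in the network. In a preranked enrichment with fgsea on the mean of each group, its normalized enrichment score was 5.16 at Inf Day 35 (adjusted p = 0.0090 by permutation) and 2.70 at Inf Day 17 (adjusted p = 0.0046 by permutation). Genes and not arrays were permuted, and the module was built on the same arrays. The score therefore describes these arrays, and its p is no test across replicates. At Inf Day 7 the score was -3.51, close to the -4.03 of Control Day 7. In the vaccinated groups it was -4.09 in 3V and -3.37 in 1V at Day 7, -1.99 and 2.57 at Day 17, and 3.64 and 1.35 at Day 7pc, against 1.64 in Control Day 17 and 1.25 in Control Day 7pc. In the signed network and with average linkage on 1 minus r, the module held 169 and 205 genes, including Il4 and Cx3cr1, and its score at 3V Day 17 was 1.33 and 1.48, with the sign opposite to that of module 4. Without correction for slide, none of the 5 genes was in a module. As a list, the 5 genes rose at Inf Day 17 by a mean log2 fold change of 1.05 (adjusted p = 4.5e-06 from fry) and at Inf Day 35 by 1.75 (adjusted p = 1.0e-09).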

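The genes Prf1, Klrc1, Ifng, Ncr1 and Tbx21 were all in the network, but 4 of them fell in no module and Klrc1 in the largest one, so that no module could be matched to M6. They were therefore followed as a list. In 3V their mean log2 fold change was 0.71 at Day 7 (adjusted p = 1.7e-04 from fry), 1.27 at Day 17 (adjusted p = 1.1e-08) and 0.46 at Day 7pc (adjusted p = 0.018). In 1V it was -0.14 at Day 7 (adjusted p = 0.87), 0.65 at Day 17 (adjusted p = 0.0011) and 0.51 at Day 7pc (adjusted p = 0.0086). At Inf Day 17 it was 0.32 (adjusted p = 0.089), just past the unadjusted threshold, and was 0.26 without Control Day 17 replicate 1. At Inf Day 35 it was -0.21 (adjusted p = 0.41) and in Chc 0.043. Within slides 3 and 4 the change in 3V at Day 17 was 1.22 and 1.33.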

Figure 3b and c depicts the fold change (FC) of genes that comprise both modules, showing that module activation or inhibition is coupled to the variation in gene expression. The complete analysis with expression values and the genes names are presented in Additional file 2: Table 2.

**Fig. 3:**
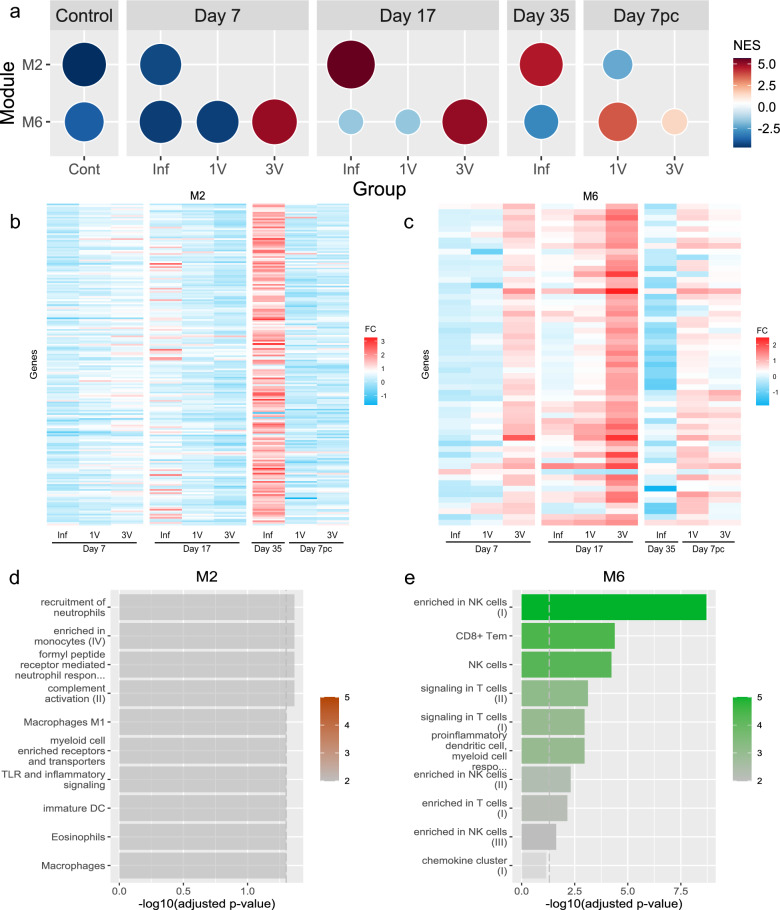
**a** Modules M2 and M6 identified by CEMiTool enrichment analysis across different timepoints, color and size denote normalized enrichment scores. **b**, **c** Heatmaps displaying the fold change of genes from modules M2 and M6, respectively. **d**, **e** Over-representation analysis based on the Blood Transcription modules (BTM), with color intensity indicating the level of significance

Finally, the ORA analysis using the BTM gene set uncovered a discrete enrichment of pathways related to neutrophils, macrophages and monocytes for the M2 module (Fig. 3d). In the M6 module, pathways related to enrichment of CD8 + T cells, T cell signaling and natural killer cells emerged (Fig. 3e), with the latter presenting the highest enrichment score.

### Immunization increases the proportion of natural killer cells after challenge

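Cell types were followed here through lists of marker genes, since the signature matrix of CIBERSORTx is not among the files. The lists were written down before the array values were read and cover B cells (12 genes tested), T cells (12), CD8 T cells (2), NK cells (11), monocytes (10), macrophages (5), dendritic cells (7), neutrophils (11), eosinophils (6), basophils (7), platelets (8), erythroid cells (6), the cell cycle (7) and the type I interferon response (7). For each list, the mean log2 fold change was tested with limma's fry, which estimates the correlation between its genes, and with limma's camera, which uses a preset one. Over 10 contrasts this gave 140 tests, of which 33 had a fry p under 0.05 and 15 an adjusted p under 0.05, and all 15 were also past the threshold with camera. A list is said to pass the threshold at an unadjusted fry p under 0.05, while the p printed with it is adjusted. A list follows RNA and not cell numbers. The NK cell list holds Ncr1, which the paper names for M6, and several Klr genes, which it also reports on these arrays. It is therefore not independent of those results. In simulated data, 3.35% of 2000 unchanged lists had a fry p under 0.05, but 11.5% of those in 1V at Day 7 and 7% of those in Inf at Day 7. All lists of a contrast came from a single draw of noise. Calls on lists may therefore be weaker in those groups, but these shares cannot decide it.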

To estimate the composition of cell populations across the different groups, the CIBERSORTx algorithm was used with the ImmuCC peripheral blood signature matrix. To facilitate the analysis and comparisons, only the cell populations exhibiting significant differences between groups are presented (Additional file 4: Fig. 2). The Mann-Whitney *U*-test was used to identify significant differences between vaccinated and infected versus control groups. On Day 7, only the Inf group displayed significantly altered proportions, presenting increased numbers of T cells (Mann-Whitney-Wilcoxon test, adj. *P* = 0.016) compared to the control. 

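In the Inf group at Day 7, the mean of the 12 T cell markers was 11.32 ± 0.13 (SD, n = 4) on the log2 scale, against 11.47 ± 0.21 (SD, n = 8) in Control Day 7. The mean log2 fold change was -0.15 (adjusted p = 0.46; exact two-sided permutation p = 0.20 over 70 splits without the Control arrays of slide 8). It was 0.15 within slide 1 and -0.32 within slide 2. With slide left out of the model it was 0.079, and with slide as a random block 0.017, so that the direction is open. The list was past the threshold without Control Day 7 replicate 1, at -0.27, and with camera on all arrays. The list of B cells rose in the 3 groups at Day 7, by a mean of 0.30 in Inf (adjusted p = 0.24), 0.40 in 1V (adjusted p = 0.076) and 0.38 in 3V (adjusted p = 0.062). Those of 1V and 3V passed the unadjusted threshold of limma's fry. All 3 groups were compared with the same Control arrays.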

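In 3V at Day 17 the NK cell markers (11 genes) had a mean log2 signal of 10.27 ± 0.11 (SD, n = 4) against 9.23 ± 0.18 (SD, n = 4) in Control Day 17. Their mean log2 fold change was 1.04 (adjusted p = 6.9e-07 from fry) and was 1.03 and 1.06 within slides 3 and 4, with 4 of 4 arrays above all controls. The mean of the 12 B cell markers changed by -0.30 (adjusted p = 0.16, past the unadjusted threshold), and by -0.46 and -0.14 within the 2 slides. The exact two-sided permutation p of the B cell means was 0.143, and the list was not past the threshold without 3V replicates 2 (-0.28) or 3 (-0.21) or Control Day 17 replicate 1 (-0.17). The 5 macrophage markers that could be tested changed by a mean of -0.085 and a median of 0.039 (adjusted p = 0.65), which differ in sign. Without 3V replicate 3 their mean was 0.039. No change of the macrophage list was therefore detectable.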

By Day 17, 3 V showed reduced levels of B cells (Mann-Whitney-Wilcoxon test, adj. *P* = 0.006) with increased numbers of macrophages (Mann-Whitney-Wilcoxon test, adj. *P* = 0.009) and NK cells (Mann-Whitney-Wilcoxon test, adj. *P* = 0.001). Following the challenge (Day 7 pc), the immunized groups exhibited the highest NK cell levels (Mann-Whitney-Wilcoxon test, 1 V adj. *P* = 0.001 and 3 V adj. *P* = 0.002). In contrast, the Inf group exhibited an abundance of macrophages only (Mann-Whitney-Wilcoxon test, adj. *P* = 0.007).

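At Day 7pc the NK cell markers rose in 1V by a mean log2 fold change of 0.42 (adjusted p = 0.062, exact two-sided permutation p = 0.0857). The rise was 0.29 and 0.56 within slides 5 and 6, with 3 of 4 arrays above all controls. In 3V they rose by 0.19 (adjusted p = 0.61; exact two-sided permutation p = 0.171), with 2 of 4 arrays above all controls. That list was past the threshold in 3V with camera and when the 16 Control arrays formed one group, where the change was 0.31. In Chc the change was 0.075 (adjusted p = 0.98). Before challenge, the change in 3V at Day 7 was 0.43 (adjusted p = 0.0498), with 0.41, 0.61 and 0.29 within slides 1, 2 and 7. In 1V it was -0.19 at Day 7 (adjusted p = 0.57) and 0.39 at Day 17 (adjusted p = 0.090), and without 1V replicate 1 the latter was 0.29 and without Control Day 17 replicate 1 it was 0.32, both short of the threshold. In the Inf group it was -0.17 at Day 7 and 0.16 at Day 17 (adjusted p = 0.61).

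**Figure D4:**
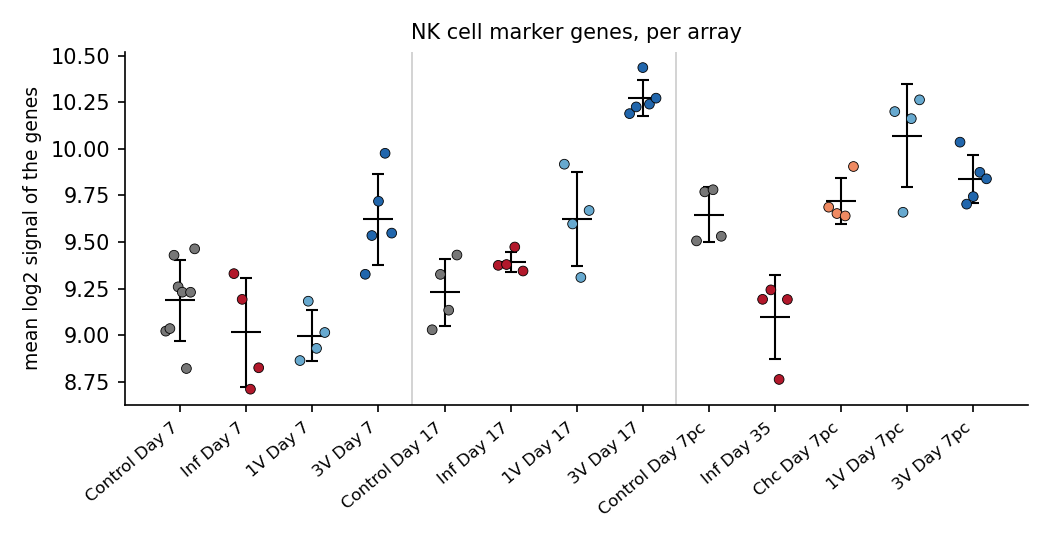
Mean log2 signal of the 11 NK cell marker genes after correction for slide, with 1 dot for each array and a bar for the mean ± SD of each group, ordered by timepoint. The 3V arrays of Day 17 lie highest against their controls, and the Inf Day 35 arrays lie below theirs. Replicate 5 of 3V at Days 17 and 7pc is put at the mean of its group by the correction, which makes the SD drawn there too small.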

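At Inf Day 35 the marker lists moved in both directions. Monocyte markers rose by a mean log2 fold change of 1.37 (adjusted p = 6.9e-07), with 1.49 and 1.25 within slides 5 and 6. Eosinophil markers rose by 1.37 (adjusted p = 1.0e-07), neutrophil markers by 0.64 (adjusted p = 0.016), cell cycle genes by 0.59 (adjusted p = 4.3e-04) and B cell markers by 0.44 (adjusted p = 0.0498). T cell markers changed by -0.71 (adjusted p = 7.1e-07), platelet markers by -1.53 (adjusted p = 0.0082) and NK cell markers by -0.55 (adjusted p = 0.0096), and all 4 Inf arrays lay below all controls in the NK cell list. The 2 CD8 T cell genes changed by -0.35 (adjusted p = 0.0569). The macrophage list changed by 0.060 with a median of -0.023 (adjusted p = 0.95), from 5 of the 10 genes listed. Without Control Day 7pc replicate 1 its mean was -0.0046. Basophil markers changed by 0.14 (adjusted p = 0.95; -0.0057 without Inf replicate 1 and -0.0036 without Control Day 7pc replicate 4), and dendritic cell markers by 0.041 with a median of -0.032 (adjusted p = 0.86; -0.024 without Inf replicate 2). Erythroid markers changed by 0.068 (adjusted p = 0.95), with -0.30 and 0.44 within the slides and -0.17 and -0.065 without Inf replicate 3 and Control Day 7pc replicate 3. The type I interferon response changed by 0.59 (adjusted p = 0.25) and passed the threshold without Inf replicate 2, at 0.78.

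**Figure D5:**
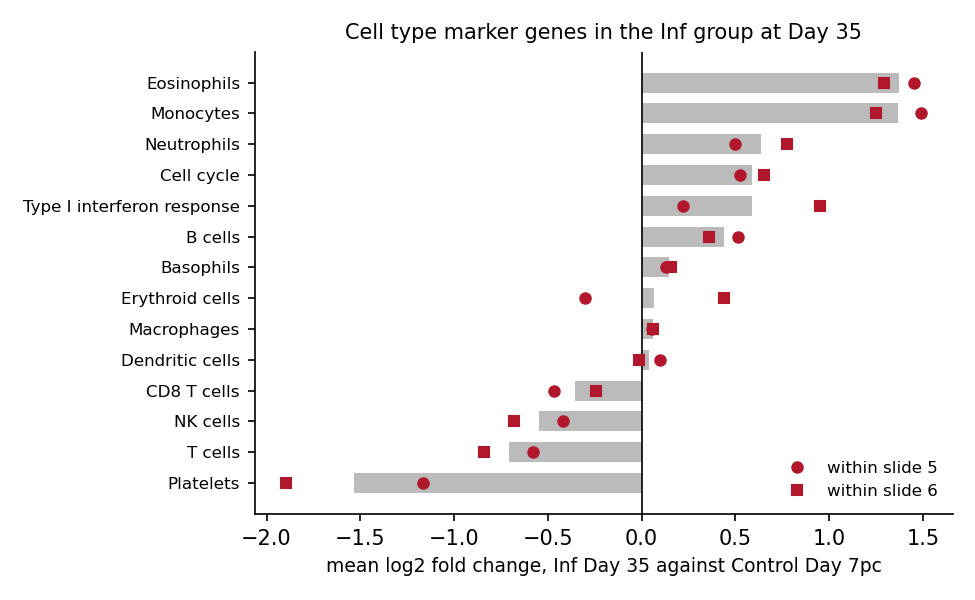
Mean log2 fold change of each marker list in Inf Day 35 against Control Day 7pc (grey bars), with the values within slide 5 (red circles) and slide 6 (red squares). Monocyte and eosinophil markers rise and platelet, T cell and NK cell markers fall on both slides.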

### Cell profile using single cell databases

Additionally, we estimated the cell profiles of the M2 (infection) and M6 (vaccination) modules using WebCSEA and single-cell databases (Additional file 5: Fig. 3). M2 exhibited a higher presence of innate response-related cells, such as macrophages, monocytes and dendritic cells (Additional file 5: Fig. 3a), whereas M6 displayed an increased number of natural killer cells, corroborating the CibersortX data (Additional file 5: Fig. 3b).

### PPI network and hub gene identification

PPI networks for the M2 and M6 modules were constructed using the STRING online database and visualized with Cytoscape. The M2 network (Fig. 4a) included 107 nodes and 307 edges, and the M6 network (Fig. 5a) included 31 nodes and 155 edges. 

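Among the genes with the most connections in the M2 network, Adgre1 (the current symbol of Emr1) rose by a log2 fold change of 1.07 at Inf Day 17 (adjusted p = 0.0099) and 1.79 at Inf Day 35 (adjusted p = 2.8e-07). Cx3cr1 rose by 0.96 and 1.28 at these days, Il4 by 1.30 at Day 35 and Ccl2 by 1.11 at Day 35 (adjusted p = 0.0024). Cx3cr1 was also called in 1V (0.99 at Day 17 and 1.13 at Day 7pc) and in 3V (0.79 at Day 7, 1.11 at Day 17 and 1.04 at Day 7pc). In 3V at Day 7, Cx3cr1, Ccl2 (0.89) and Il4 (0.61) lost the call with 5, 5 and 7 of 13 arrays left out. In 1V at Day 17, Il4 (0.69) lost it without 1V replicates 1 (0.67) or 4 (0.59) and Control Day 17 replicates 2 (0.67) or 3 (0.65). As a list, the 5 M2 genes rose in the vaccinated groups as well, by 0.69 in 3V at Day 7 (adjusted p = 7.8e-04 from fry), 0.58 in 1V (adjusted p = 0.0047) and 0.52 in 3V at Day 17 (adjusted p = 0.011), and 0.45 in 1V and 0.59 in 3V at Day 7pc. At Day 7 they rose by 0.46 in Inf and 0.40 in 1V (adjusted p = 0.080 and 0.063), and by 0.32 and 0.26 without Control Day 7 replicate 1, short of the threshold. Without 1V replicate 4 the mean at 1V Day 7pc was 0.31, also short of it. At the unadjusted P, 3 of the 5 were called at Inf Day 17 and 5 at Inf Day 35. The numbers were the same over all genes, and adjusted over the list alone they were 4 and 5. Of the M6 genes, Ncr1 rose by 1.40 in 3V at Day 17 (adjusted p = 2.6e-05) and 0.79 in 1V at Day 17, the latter lost with 5 of 8 arrays left out (0.69 to 0.87). Klrc1 rose by 1.35 in 3V at Day 17 and 0.96 at Day 7 (0.76 and not called without Control Day 7 replicate 1). Ifng rose by 1.11 in 3V at Day 17, and by 0.76 at Day 7, where the call was lost without 3V replicates 3 (0.71) or 4 (0.68) or Control Day 7 replicates 1 (0.71) or 2 (0.73). At Day 7pc Ifng rose by 0.86 in 1V, with 0.73 and 0.78 without replicates 3 and 4, and by 0.74 in 3V, where 7 of 9 arrays decided the call (0.65 to 0.89). Prf1 was not called in any contrast, and changed by 0.78 in 3V at Day 17 (adjusted p = 0.29), where the fit of only the 2 groups called it. At 3V Day 17, 4 of the 5 M6 genes were called at each threshold, and at 3V Day 7pc 1 was called, with 0 over all genes and 2 adjusted over the list alone.

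**Figure D6:**
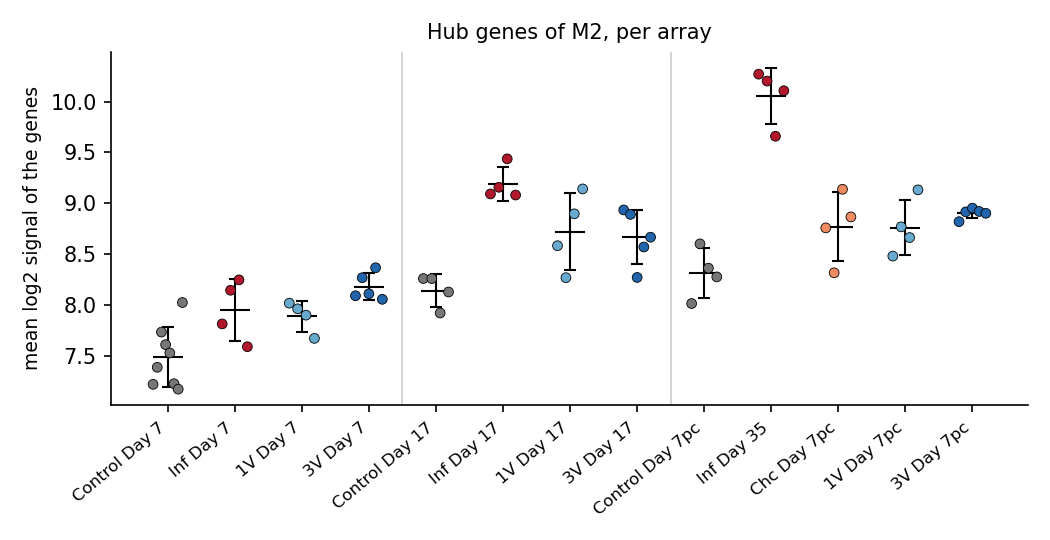
Mean log2 signal of Chil3, Il4, Cx3cr1, Adgre1 and Ccl2 after correction for slide, with 1 dot for each array and a bar for the mean ± SD of each group. Inf Day 35 lies farthest above its controls, and the vaccinated groups also lie above theirs. Replicate 5 of 3V at Days 17 and 7pc is put at the mean of its group by the correction, which makes the SD drawn there too small.

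**Figure D7:**
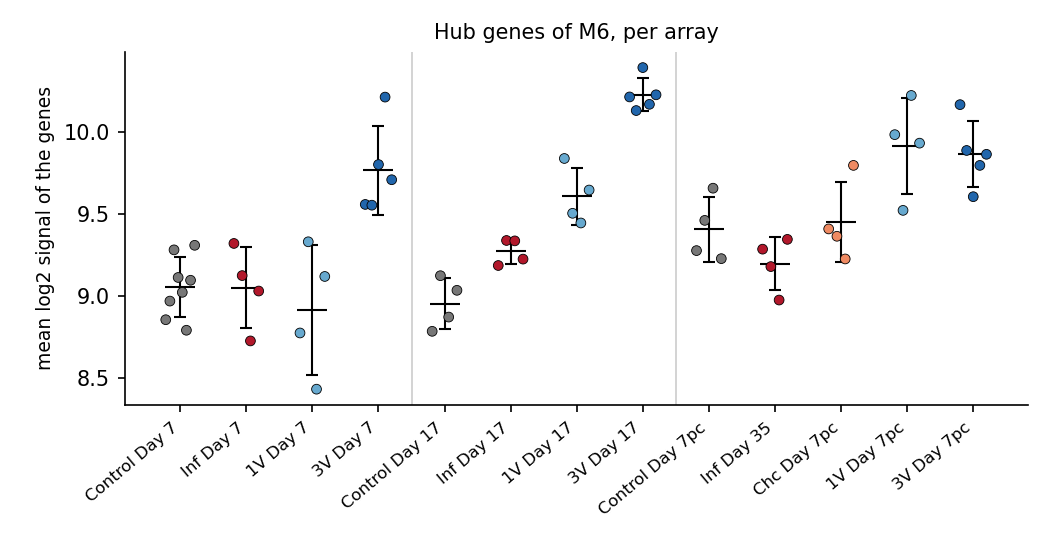
Mean log2 signal of Prf1, Klrc1, Ifng, Ncr1 and Tbx21 after correction for slide, with 1 dot for each array and a bar for the mean ± SD of each group. The 3V arrays of Day 17 lie highest against the Control arrays of their timepoint. Replicate 5 of 3V at Days 17 and 7pc is put at the mean of its group by the correction, which makes the SD drawn there too small.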

The top five hub genes according to the Cytohubba MCC ranking were identified for the M2, namely Chil3, Il4, Cx3cr1, Emr1 and Ccl2 (Fig. 4b), and for M6, namely Prf1, Klrc1, IFN-γ, Ncr1 and Tbx21 (Fig. 5b) networks.

**Fig. 4:**
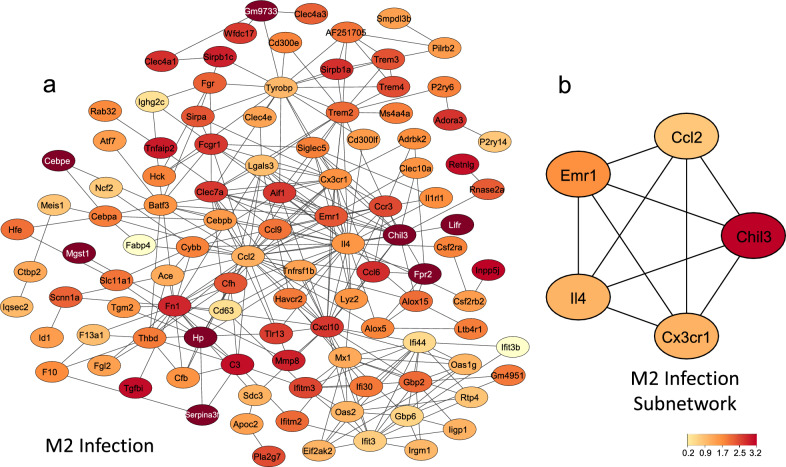
**a** Protein-protein interaction network constructed using the genes from M2 in the STRING online database. **b** Subnetwork of the five most connected genes identified by CytoHubba using the MCC algorithm. Color intensity represents the fold change of these genes in infected mice 35 days post-infection

**Fig. 5:**
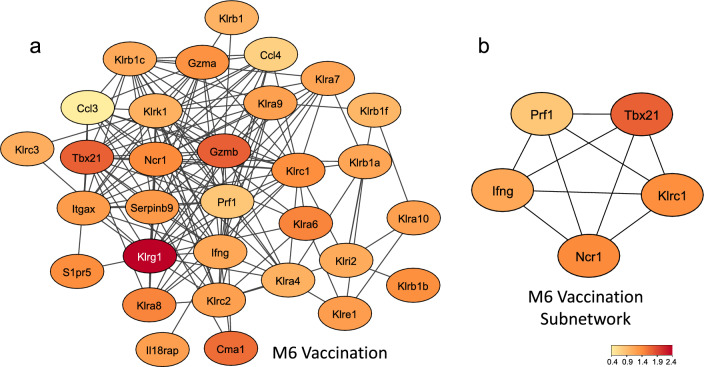
**a** Protein-protein interaction network constructed using the genes from M6 module in the STRING online database. **b** Subnetwork of the five most connected genes identified by CytoHubba using the MCC algorithm. Color intensity represents the fold change of these genes in mice 17 days after receiving three vaccinations

## Discussion

Schistosomiasis remains a significant problem in developing countries, affecting around 200 million people worldwide [1]. While treatment options exist and are effective, helping decrease the prevalence over the last decade [2], the disease continues to be a serious public health problem. The development of an effective vaccine would be the ideal tool for prevention and eradication. However, despite many efforts, the results so far have been disappointing. The irradiated cercariae vaccine model is widely recognized as the benchmark for investigating the immune mechanisms underlying robust protection [7].

It is well established that a single exposure to the RA vaccine in mice triggers a robust Th1 response that impedes the migration of challenged schistosomula through lung capillary beds. Notably, this response does not involve cytotoxic killing of larvae, as reviewed in [3]. Subsequent vaccine exposures amplify the humoral component of protection. Elevated antibody levels produced through these additional exposures can confer passive protection on naïve recipients, as demonstrated by [27]. In both cases, IFN-γ and TNF-α are key molecules associated with protection. The effector cells are largely CD4 T-cells and macrophages that contribute to the effector foci development in the lungs of vaccinated mice around migrating challenge parasites (reviewed in [28]). While key antigens have been identified [27], replicating similar immune responses with current vaccine platforms remains a challenge despite extensive research.

To illuminate this question, we have previously generated transcriptomic data of PBMC from vaccinated C57BL/6 mice with one or three doses of irradiated cercariae as well as infected mice with 500 normal cercariae. Our previous study confirmed that there was a greater extent of leukocyte recruitment to the lungs of both the 1 V and 3 V groups compared to the infected mice. Indeed, the Inf and Chc groups exhibited a lower degree of gene perturbation at all timepoints, suggesting a weaker secondary response elicited by normal parasites [12].

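Compared directly, the Inf and 3V groups differed in 646 genes at Day 7 (315 higher and 331 lower in Inf) and in 182 at Day 17 (55 and 127). Limma called 1374 and 140 of the genes tested after adjustment. The Inf and 1V groups differed in 45 genes at Day 7 (8 and 37; 6 after adjustment) and in 87 at Day 17 (43 and 44; 35 after adjustment). The 3V and 1V groups differed in 100 genes at Day 7 (61 higher and 39 lower in 3V; 11 after adjustment), 458 at Day 17 (184 and 274; 621) and 304 at Day 7pc (189 higher in 3V; 273). The median of all genes was -0.12 between Inf and 3V at Day 7. Scaling to the 75th percentile turned the split at Day 17 between 3V and 1V to 497 higher and 328 lower, with a median of all genes of 0.12, and gave 53 and 215 between Inf and 3V. A normexp offset of 50 gave 230 and 222 between 3V and 1V at Day 17, and the deposited table of processed values 175 and 56 at Day 7pc. With the erythroid covariate 41 genes were higher and 85 lower in Inf than in 3V at Day 7, and the numbers for 3V against 1V were 48 at Day 7, 20 higher and 106 lower at Day 17, and 104 at Day 7pc, while 183 genes were higher and 95 lower in Inf than in 3V at Day 17. In the fit of only the 2 groups, 40 genes were higher and 288 lower in 3V than in 1V at Day 7, and with the replicate number as a block 82 and 154. Whether more genes are higher or lower there thus depends on the fit. Each split counts the genes that its own fit called, so it does not show that any gene changed sign. That block gave 554 and 459 between Inf and 3V at Day 7. Chc and 3V were not compared directly at Day 7pc, because they share no slide apart from the fifth 3V array. With reference to an earlier study, the paper proposes that normal parasites elicit a weaker secondary response.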

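Single arrays moved the numbers of genes that differ between exposed groups. Between Inf and 3V at Day 7 the number was 342, 982 and 174 without Inf replicates 1, 2 and 4, and 315, 406, 310 and 970 without 3V replicates 1, 2, 3 and 5. At Day 17 it was 100 without Inf replicate 3, and 63.2% of the number with all arrays without 3V replicate 3. Between Inf and 1V it was 26 and 72 at Day 7 without Inf replicates 1 and 2 and 25 without 1V replicate 2. At Day 17 it was 53 and 46 without Inf replicates 1 and 3, and 43 and 52 without 1V replicates 2 and 3. Between 3V and 1V at Day 7 it was 36 and 153 without 1V replicates 1 and 2, and 64, 57, 62, 57 and 235 without 3V replicates 1 to 5. At Day 17 it was 224 and 227 without 1V replicates 2 and 3, and 303 and 233 without 3V replicates 1 and 3. At Day 7pc it was 178, 522, 478 and 114 without 1V replicates 1 to 4 and 93 without 3V replicate 1.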

Herein, we expand our analysis of the infection process by including PBMC samples collected 35 days after infection. There was a concern that a heavy infection with 500 cercariae might lead to a substantial egg burden, potentially overwhelming the mice's immune systems. To address this, we limited the analysis of the infection process to Day 35. The results showed a comparable number of eggs trapped in the liver of the Inf group compared to the moderate infection Chc group. Therefore, the substantial number of DEGs observed in the Inf group at Day 35 was not attributed to an overwhelming effect of the egg load.

Our previous analysis primarily emphasized gene set enrichment analysis using broad gene sets such as Hallmark, Reactome and Kegg [12]. In contrast, this study adopted a different approach, focusing on co-expression modules, over-representation analysis using Blood Transcription Module (BTM) gene sets and network gene hubs.

CEMiTools analysis identified modules M2 and M6, associated with infection and vaccination, respectively. ORA analysis using the BTM gene set revealed enriched pathways for both modules. M2 transcripts were linked to pathways involving neutrophils, macrophages, dendritic cells and eosinophils. However, the *P*-values associated with these data were close to the limit of significance, raising questions about the specificity of these pathways. We attempted to further explore the biological function of M2 with ingenuity pathway analysis (IPA), but the outcomes were equally generic and lacked significance (data not shown).

M2 consists of 195 genes, and it is puzzling that this relatively large gene set has not yielded a clear biological function. We hypothesize that this might be due to a lack of *Schistosoma*-specific gene sets in current datasets, potentially explaining why the algorithms failed to identify significant pathways related to the M2 molecular signature.

Recognizing the significance of protein-protein interactions (PPI) in biological systems, we constructed a PPI network to visualize the modules’ interactome and identify essential hub proteins based on their node degree [29]. The M2 hub is mainly associated with a Th2 immune response as evidenced by the presence of IL-4, a major player in Th2 polarization and M2 macrophage differentiation, which can induce the expression of other genes and markers [30]. This effect is reflected by the presence of genes such as the chemokine Ccl2, chemokine receptor Cx3cr1, lectin Chil3 and macrophage surface marker Emr1 (F4/80). These genes were described by Nascimento et al. [31] in a study on monocyte recruitment and M2 macrophage polarization in granulomatous liver tissue from mice infected with *S. mansoni*. Immune cell composition analysis conducted using CIBERSORTx predicted increasing numbers of macrophages from Day 7 to Day 35 post-infection in the blood. However, it remains to be investigated whether these macrophages exhibit the same phenotype as those described by Nascimento.

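In the marker lists, the 5 macrophage genes changed by a mean log2 fold change of 0.11 at Inf Day 7 (adjusted p = 0.48) and 0.061 at Inf Day 17 (adjusted p = 0.86), so that no rise over the timepoints was detectable for macrophages. The sign of the mean was negative at Day 7 without Inf replicate 4 (-0.0041) and at Day 17 without Control Day 17 replicate 3 (-0.026). The 10 monocyte genes, which share lineage with macrophages, changed by 0.31 at Day 7 (adjusted p = 0.42) and 0.58 at Day 17 (adjusted p = 0.0507). At Day 35 the monocyte list lay higher against its controls than at Day 17 by 0.79 (adjusted p = 0.035 from fry). At Inf Day 7 the monocyte mean was -0.16 with slide left out of the model and -0.019 with slide as a random block.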

In a recent study, Houlder et al. (2023) [32] observed an increase in Remla, IL-4 and Chil3 (Ym-1) cytokines in bronchoalveolar lavage (BAL) samples collected 21 days after infecting mice with 180 cercariae. Similarly, we observed the upregulation of these genes (clustered in the M2 module) in PBMC at Day 17, where IL-4 and Chil3 appeared as hub genes. These findings indicate that the Th2 inflammatory response induced by larval migration, observed in the lungs by Day 21 [32], aligns with a systemic response detectable in PBMC, as observed here and already noted by Day 17, preceding oviposition. This implies that components from juvenile worms (17 days old) could drive this Th2 response. 

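At Inf Day 17, Il4 (on chromosome 11 from 53612460 to 53618665) rose by a log2 fold change of 1.30 (SE 0.18, adjusted p = 1.9e-05), with a log2 signal of 7.64 ± 0.28 (SD, n = 4) against 6.34 ± 0.10 (SD, n = 4) in Control Day 17 and the call kept with every array left out. Retnla (on chromosome 16 from 48842609 to 48844461) was well above background in 2 of the 4 Inf arrays and below it in all Control arrays of Day 17, which gives at least a 1.36-fold rise (adjusted p = 0.021). It was not called without Inf replicate 3 or Control Day 17 replicate 2, with fitted changes of 0.79 and 0.82. The values of Chil3 at Day 17 were 12.28 ± 0.35 (SD, n = 4) against 10.83 ± 0.44 (SD, n = 4), with 0.86 and 2.03 within slides 3 and 4. From the upregulation of these genes before the start of oviposition, the paper reasons that a systemic Th2 response is already present in PBMC at Day 17, and proposes that components of juvenile worms drive it.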

Although egg production is the main driver of type 2 immune responses in schistosomiasis [33], some studies have shown that antigen-specific type 2 responses, characterized by IL-4 production, can already be detected in prepatent infections (4 weeks) or in single-sex *S. mansoni* infections. This indicates that the type 2 response can arise even without exposure to eggs [32, 34, 35].

The M6 module exhibited distinct characteristics, featuring enriched pathways related to NK cells, CD8^+^ T cells and T cell signaling, all with notably significant enrichment scores. Hub genes within the M6 vaccination module are associated with the induction of cytotoxicity (Prf1, Ncr1 and Klrc1), Th1 cytokine (IFN-γ) and Th1 transcription factor T-bet (Tbx21). The gene Tbx21 offers crucial insights into the immune events occurring in vaccinated animals. This gene serves as a key transcription factor for Th1 cells, governing their development, regulating IFN-γ production, facilitating the activation of NK cells and CD8 + T cells and inhibiting the development of Th2 and Th17 cells [36]. Since it shows differential expression exclusively in vaccinated animals, particularly prominent in the 3 V group, we can speculate that the attenuated cercariae can trigger the expression of this transcription factor. Such induction would likely play a significant role in driving the Th1 arm in the highly protected 3 V group, thereby stimulating the maturation of NK and CD8^+^ T cells, consequently culminating in IFN-γ production. 

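Tbx21, on chromosome 11 from 97098007 to 97115331, rose by a log2 fold change of 1.72 in 3V at Day 17 (SE 0.19, adjusted p = 4.1e-08), with 1.61 and 1.83 within slides 3 and 4. Its log2 signal was 11.35 ± 0.16 (SD, n = 4) against 9.63 ± 0.13 (SD, n = 4) in Control Day 17. In 3V at Day 7 it rose by 0.86 (SE 0.18, adjusted p = 0.0090), within slides 1, 2 and 7 by 0.61, 1.11 and 0.82. In 1V it rose by 1.04 at Day 17 (adjusted p = 0.0021) and by 0.70 at Day 7pc (adjusted p = 0.19). The last call was lost without 1V replicates 1 (0.63), 3 (0.65) or 4 (0.65) and Control Day 7pc replicates 1 (0.59) or 4 (0.64), and the other 3 held with every array left out. In 3V at Day 7pc it changed by 0.40 (adjusted p = 0.72). It was called in no Inf or Chc contrast, with -0.029 at Inf Day 7, 0.47 at Inf Day 17 (adjusted p = 0.42), 0.15 at Inf Day 35 and 0.16 in Chc. The difference itself between Inf and 3V at Day 17 was -1.25 (adjusted p = 8.8e-05), and it was called with every array left out. From its expression in vaccinated animals, the paper speculates that attenuated cercariae can trigger Tbx21. It adds that this would likely help to drive a Th1 arm, with NK and CD8 T cells and production of IFN-γ.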

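The NK cell markers were also compared between the exposed groups directly. In 3V they lay above 1V by a mean log2 difference of 0.62 at Day 7 (adjusted p = 0.0021 from fry) and 0.65 at Day 17 (adjusted p = 0.0010). Within slides 1 and 2 the difference at Day 7 was 0.41 and 0.88, and within slides 3 and 4 at Day 17 it was 0.45 and 0.85. At Day 7pc the difference was -0.23 (adjusted p = 0.32). The Inf group lay below 3V, by -0.61 at Day 7 (adjusted p = 0.0023) and -0.88 at Day 17 (adjusted p = 3.3e-05). The list of M6 genes differed between 3V and 1V by 0.85 at Day 7 and 0.62 at Day 17. The 2 CD8 T cell genes changed by -0.46 in 1V (adjusted p = 0.0096) and -0.38 in 3V at Day 7pc (adjusted p = 0.038), both downward, and the latter was -0.24 and short of the threshold without 3V replicate 4.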

The CIBERSORTx and WebCSEA analysis further supports an increase in the proportions of NK cells in the 3 V group on Day 17 as well as in the 1 V and 3 V groups after challenge.

The role of NK cells in the response to the irradiated vaccine has remained relatively underexplored. Mountford et al. (1998) demonstrated that immunization of mice with soluble antigens from the lung stage, along with IL-12, resulted in significant protection against challenge. This response is characterized by a polarized Th1 response, marked by abundant IFN-γ secretion and an absence of IL-4. This mechanism likely operates through IFN-γ production by NK cells.

## Conclusions

The co-expression network analysis presented here revealed a specific vaccination module associated with Th1 activation, NK cells and CD8 + T cell cytotoxicity. Our data highlight the potential involvement of NK cells in bolstering the response to the RA vaccine via IFN-γ production regulated by the T-bet transcription factor (Tbx21). These findings may provide a basis for predicting favorable outcomes in the development of a vaccine against schistosomiasis.

## Supplementary Information

Additional file 1: Table 1. Data on parasite burden and the number of PBMC cells processed individually and after pooling for RNA extraction (RNA quality assessment) and microarray assays.

Additional file 2: Table 2. Final list of genes/probes used to identify DEGs in the reanalyzed PBMC microarray dataset, including genes from the M2 and M6 modules identified by CEMiTool.

Additional file 3: Fig. 1 Volcano plots were generated using PBMC microarray data to illustrate differentially expressed genes (DEGs) [absolute Log2(FC) > 0, *P* value ≤ 0.001, FDR not adjusted] across various timepoints in the one-vaccine dose (1 V), three-vaccine doses (3 V) or Infected (Inf) group.

Additional file 4: Fig. 2. Box plots (10–90 percentile) representing the predicted proportions of immune cell across different groups at all timepoints were generated by CIBERSORTx. Significant differences between groups were identified using Mann-Whitney U-test and *P* adj ≤ 0.05 is plotted.

Additional file 5: Fig. 3. Cell type prediction using genes from modules M2 (a) and M6 (b) with WebCSEA. Each point in the Jitter plots represents a tissue cell type, with the y-axis indicating the significance of detection as – log10 (combined *p*-value). The dashed red line represents the Bonferroni-corrected significance cutoff (*P* = 3.69 × 10^–5^) across 1355 tissue cell types.

## Data Availability

All data generated or analyzed during this study are included in this published article and additional files.

How the deposited data were processed for this re-analysis (not part of the article)

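Gene expression was measured on 59 single-colour Agilent mouse arrays of 62976 spots, each with RNA from PBMC pooled from 3 mice. The groups were Inf, 1V, 3V, Chc and Control at the timepoints of the study, in all 13 combinations of group and timepoint, and group and timepoint of each array were taken from the labels that came with it. Slide and position on the slide were taken from the array headers. The study lists the pool behind each array, and pools recur between the timepoints of a group. The mice of 1 Chc pool also gave, before challenge, an array of Control Day 7. No pool is on both sides of a contrast with Control of the same timepoint, and no paired test was used as the main one.

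The authors scanned the arrays with Feature Extraction 10.7.1.1 and deposited its output. The median spot intensity and the median local background intensity are as scanned, on a linear scale, with no processing by the authors. The processed intensity had its background subtracted within the array by the software, with no scaling between arrays. A table of processed intensities was also deposited by the authors. Its values are the processed intensities multiplied by one constant factor and kept to 3 significant digits, with no scaling between arrays, which was tested on every array. Flags of the software (0 or 1) mark spots well above background, saturated spots and outlying spots. The study's methods give neither the mean nor the median of the spot, and the design fixed for the re-computation named the mean spot intensity, which the files lack, so the median was used in its place.

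From the median intensities, spots flagged as outlying were left out and background was corrected with the normexp method of limma 3.58.1 (offset 0) in R 4.3.3, followed by quantile normalization and the log2 scale. Each array has 59305 gene spots, 3671 control spots, of which 308 are negative controls, and 55681 gene probes. A symbol could be given to 26582 probes (47.7%) from the annotation of assembly GRCm38.p6, for 20145 symbols, of which 5370 had more than 1 probe. Control spots, probes without a symbol and probes called well above background in fewer than 4 arrays were left out, which kept 20564 probes. Values were averaged over the spots of a probe and the probes of a symbol. In all, 125 values of a gene on an array that rested on flagged spots alone were replaced by fitted values. Another 12 genes had such a value on 1 of the 2 arrays of 3V (replicate 5 of Days 17 and 7pc) that alone join the slides of their timepoint to the others, so the model could not be fitted, and they were left out. This left 15860 genes.

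A linear model with 13 groups and 8 slides was fitted to each gene with limma's lmFit and eBayes (residual degrees of freedom 39, prior degrees of freedom 3.15). Slide was taken as the batch that the study's methods include without naming it. Each group was compared with Control of its timepoint, and Inf Day 35 and Chc with Control Day 7pc. Differences between exposed groups were contrasts of the same model. DEGs are genes at an unadjusted P of 0.001 or less, as in the study, and counts at a Benjamini-Hochberg adjusted p under 0.05 over all genes tested are given beside them. The genes named are those that the paper names, the Klr family, and for each contrast the 3 DEGs with the largest change up and the 3 with the largest change down, among the DEGs well above background on every array of at least 1 of the 2 groups compared. This rule was written before the array files were read, when part of the study's own table and the colours of Fig. 2 had been seen. A gene called well above background in no Control array is given as a lower bound on its fold change.

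Lists of marker genes for 12 cell types, the cell cycle and the type I interferon response, and the lists of genes that the paper names, were tested with limma's fry, and with limma's camera as an alternative. The threshold for a list was an unadjusted fry p under 0.05, and p-values were adjusted over 140 tests of marker lists and 60 tests of gene lists, and for differences between exposed groups over the tests of each family. The p-values of genes and lists in the text are from these models. Exact permutation tests of the mean of a list after correction for slide used all splits of the arrays of the groups compared, of which there are 70 for 4 arrays against 4. At Day 7 they were also run without the 4 Control arrays of slide 8, which the correction puts at the mean of the other 4.

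Modules were built with a procedure written for this purpose in R with the steps of CEMiTool, since that package is not among the tools at hand. The 75% of genes with the highest mean were filtered by their variance, at p under 0.1 of an inverse gamma distribution fitted to the variances of these genes. The power was the lowest of up to 20 with a scale-free fit of 0.8 (6 if none). The tree was split at heights between 0.5 and 0.99, and the smallest module had 30 genes. Activity was scored with fgsea 1.28.0 and 1000 permutations of genes, which is not a test across replicates. Reading and tables used data.table 1.17.8, Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and figures matplotlib 3.10.9.

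Between 39.8% and 68.8% of the gene spots of an array were well above background. The number of arrays, 4 in most groups, limits the precision. In simulated data, 200 genes were raised by a log2 fold change of 1 on real arrays, and calls, unchanged lists and planted modules were counted.

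The alternatives were fixed before the data were examined, apart from the erythroid covariate and the permutation without slide 8. They are an adjusted P, scaling of the processed intensity to the 75th percentile, a normexp offset of 50, the deposited table, no filter on dim probes (20133 genes), a filter at 110% of the 95th percentile of the negative controls (17587 genes), the probe with the highest mean for each symbol (15856 genes), all 16 Control arrays as one group, slide left out or as a random block, the mouse pool as a random block, the replicate number as an added block, 55 arrays without slide 8, only the 2 groups compared, camera and permutation for lists, other networks for modules, and each array of the groups compared left out in turn. The mean of the erythroid markers as a covariate and the permutation without slide 8 were added after seeing the data. For each contrast, the number of DEGs was also counted in other splits of the same arrays, up to 100 drawn at random. Overlaps between groups were set against 100 simulated sets of unchanged groups. The STRING network, WebCSEA and CIBERSORTx were not repeated, since their inputs are online, and the worm and egg burdens that the study lists for each mouse were not analysed.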

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

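The tests of explanations in this part, the counts of other splits among them, were chosen after the results had been seen, and the erythroid covariate was added then as well. The contrasts and lists were set earlier.

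1V and 3V differed in the markers of NK cells. All 11 markers were higher in 3V than in 1V at Day 7, by a mean log2 fold change of 0.623 (adjusted p = 0.0021 for the difference from limma's fry), with 5 of 5 3V arrays above every 1V array. At Day 17 the difference was 0.649 (adjusted p = 0.0010), with 4 of 4 above. With the erythroid covariate the differences were 0.525 and 0.407, still past the threshold, which argues against erythroid RNA as the whole source. The smallest difference within a slide was 0.407 at Day 7 and 0.449 at Day 17, against an SD of 0.192 between arrays of a group on a slide, which argues against slide. Against Control Day 17 the same list rose in 3V by 0.815 with the covariate and by 1.03 on the slide where the shift was smallest. A response to 3 immunizations that raises NK cell transcripts above those after 1 is a hypothesis that may be read from these values. Whether more NK cells or more RNA in each lies behind it stays open, since the cell counts at hand are of all PBMC and not of NK cells.

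Inf and 3V differed at Day 17 in 4 lists, each with 4 of 4 Inf arrays beyond every 3V array. The genes named for infection were higher in Inf by a mean log2 fold change of 1.4 (adjusted p = 7.4e-06 for the difference) and the M2 hubs by 0.525 (adjusted p = 0.029). The M6 hubs differed by -0.955 (adjusted p = 7.4e-06) and the NK cell markers by -0.879 (adjusted p = 3.3e-05). The study picked the genes of the first 3 lists from these arrays, so they are not independent evidence. The NK cell markers include Ncr1, an M6 hub, and several Klr genes, a family that the study reports on these arrays. That list therefore partly repeats the M6 hubs and the Klr family. The values with the erythroid covariate were 1.5, 0.70, -0.864 and -0.720, which argues against erythroid RNA as the whole source. The smallest difference within a slide was 1.02 for the infection genes, -0.910 for the M6 hubs and -0.829 for the NK cell markers, against SDs of 0.335, 0.227 and 0.192, which argues against slide. For the M2 hubs it was 0.212 on slide 3 against an SD of 0.253. Slides 3 and 4 hold as many arrays of both groups, and the fifth 3V array, on slide 7, is fitted exactly. Slide is a term in the model, so 0.525 past the threshold argues against a shift between slides as the whole source there too. The size of the difference rests mostly on slide 4. Without 3V Day 17 replicate 3 the M2 hubs differed by 0.38 and no longer passed the threshold. For the other 3 lists, distinct responses to infection and to 3 immunizations remain as a hypothesis.

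Between Days 17 and 35 the Inf group moved, each day against its own Control. Monocyte markers shifted by a mean log2 fold change of 0.787 (adjusted p = 0.035 for the difference), NK cell markers by -0.712 (adjusted p = 0.014) and T cell markers by -0.902 (adjusted p = 2.3e-05). At Day 35 each list lay beyond all Control arrays in 4 of 4 Inf arrays. Once the erythroid covariate was added, the shifts were 0.895, -0.627 and -0.836. The within-slide shift at Day 35 that came closest to those of Day 17 was 1.25 for monocytes (0.35 and 0.82 at Day 17), -0.420 for NK cells (0.20 and 0.13) and -0.579 for T cells (0.32 and 0.07). Neither slide nor erythroid RNA therefore gives the whole shift. B cell markers rose at Day 35 by 0.438 (adjusted p = 0.0498), so monocytes alone did not dilute all other cells. For T and NK cells a fall cannot be told apart from dilution by all the cells that rose, because B cells are among these and the PBMC counts of all 4 Inf Day 35 samples lay above those of Control Day 7pc. A rise of monocytes in the course of infection is a hypothesis that may explain the shift of their markers. The Control of Day 35 is that of Day 7pc, and whether age or handling differs between them was not tested.

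In numbers of DEGs, groups differed by 100 genes between 3V and 1V at Day 7, 458 at Day 17, 646 between Inf and 3V at Day 7, 182 at Day 17, and 87 between Inf and 1V at Day 17. Other splits of these arrays gave as many in 3 of 100, 1 of 100, 3 of 100, 1 of 100 and 1 of 35. The real split is included, and each share is under 0.05. For the contrasts at Day 17 no other split drawn gave as many. At Day 7 other splits gave up to 301 genes between 3V and 1V and up to 691 between Inf and 3V. Chance is less likely for these, but not excluded. Of the DEGs lower in 3V than in 1V, 79.5% at Day 7 and 87.1% at Day 17 had a residual correlation over 0.5 with the erythroid markers, against 7.12% of all genes. For DEGs higher in Inf than in 3V at Day 7 it was 81.9%, and for those lower in Inf than in 1V at Day 17 it was 61.4%. Between Inf and 3V at Day 17 it was 0 of 54 higher genes, which argues against erythroid RNA as their source. For the 127 lower genes it was 0 as well, which cannot decide, because genes diluted by erythroid RNA would have a negative correlation. Genes are not independent of each other in these shares. With the covariate, 48 genes were called between 3V and 1V at Day 7 (45 of them also without it), 20 higher and 106 lower at Day 17 (32 also without it), 41 higher and 85 lower between Inf and 3V at Day 7, 278 at Day 17 (88 also without it), and 35 higher and 73 lower between Inf and 1V at Day 17 (74 also without it). Erythroid RNA may thus be the source of many of the genes in the 4 other contrasts. It stays open for the genes lower in Inf than in 3V at Day 17, where 88 of all 182 calls held with the covariate. The genes called in both fits remain open to other explanations.

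These 5 numbers also hung on single arrays. Between 3V and 1V at Day 7 the number was 36 and 153 without 1V replicates 1 and 2, and 64, 57, 62, 57 and 235 without 3V replicates 1 to 5. At Day 17 it was 224 and 227 without 1V replicates 2 and 3, and 303 and 233 without 3V replicates 1 and 3. For Inf and 3V at Day 7 it was 315, 406, 310 and 970 without 3V replicates 1, 2, 3 and 5, and 342, 982 and 174 without Inf replicates 1, 2 and 4. For Inf and 3V at Day 17 it was 63.2% of the full number without 3V replicate 3 and 100 without Inf replicate 3. For Inf and 1V at Day 17 it was 43 and 52 without 1V replicates 2 and 3, and 53 and 46 without Inf replicates 1 and 3.

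Erythroid markers, which the paper does not report, were lower in 3V at Day 17 than in Control by a mean log2 fold change of -0.923 (adjusted p = 0.0031), in 4 of 4 arrays, and lower than in 1V by -0.982 (adjusted p = 9.5e-04), again in 4 of 4. Slc4a1 and Epb42 fell by 1.63 and 1.58 and Alas2 by 0.69, while Hemgn changed by -0.12 and Hba-a1 by 0.05. Hba-a1, at a log2 signal of 16.0, and Alas2, at 15.9, were saturated on 93.2% and 84.7% of the arrays. All 6 markers tested were above background in Control, and none is in another list. The smallest shifts within a slide were -0.737 and -0.887 against an SD of 0.332, which argues against slide. A candidate explanation is red cells carried over in the preparation of the mononuclear cells, and the medians of the markers, -1.13 and -1.19, cannot be told apart from fewer young red cells in the blood, because no table separates preparation from circulation. Among the DEGs that fell in 3V, 76.0% at Day 7 (199 of 262) and 59.6% at Day 17 (68 of 114) followed the erythroid markers between arrays of a group, and 0 of those that rose did.

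Eosinophil markers, 6 genes outside those the paper names, rose in Inf by a mean log2 fold change of 0.8 at Day 17 (adjusted p = 6.7e-04) and 1.37 at Day 35 (adjusted p = 1.0e-07), above all Control arrays in 4 of 4 arrays at both days. Ear2, the most abundant, had a log2 signal of 12.8 against 11.9 and 13.2 against 11.4. Epx and Prg3 could not be tested. With the erythroid covariate the rises were 0.768 and 1.38, and on the slide with the smallest shift they were 0.690 and 1.29 against an SD of 0.272, so neither erythroid RNA nor slide gives the whole rise. The neutrophil markers rose by 0.440 (adjusted p = 0.058) and 0.637 (adjusted p = 0.016). Granulocytes carried over in the preparation may raise both lists, and cannot be told apart from more eosinophils in the blood, since no table separates the preparation from the circulation.

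Cell cycle genes rose in 1V at Day 17 by a mean log2 fold change of 0.451 (adjusted p = 0.0092) and in Inf at Day 35 by 0.59 (adjusted p = 4.3e-04), with 7 of 7 genes higher and 4 of 4 arrays above all Control arrays in each. The rises were 0.432 and 0.57 with the erythroid covariate. The smallest shifts within a slide were 0.384 and 0.527, against an SD of 0.177. Both explanations are excluded as the whole source. More dividing cells in the blood of these groups is a hypothesis that these values may raise, found and tested on the same arrays.

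Platelet markers fell in Inf at Day 35 by a mean log2 fold change of -1.53 (adjusted p = 0.0082), with 8 of 8 genes lower and 4 of 4 arrays below all Control arrays. Pf4 had a log2 signal of 13.3 against 15.1 and Ppbp 12.7 against 14.4. The change was -1.49 with the erythroid covariate, and on the slide where it was smallest -1.17 against an SD of 0.530, which argues against erythroid RNA and slide. The share of falling DEGs with a residual correlation over 0.5 with the platelet markers was 22.8% (102 of 448), against 5.58% of all genes and 10.2% of rising DEGs (52 of 511), and genes are not independent of each other. Fewer platelets carried over in the preparation is a candidate explanation that cannot be told apart from fewer platelets in the blood, because no table separates them.

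CD8 T cell markers, a list of 2 genes, fell after challenge in 1V by a mean log2 fold change of -0.458 (adjusted p = 0.0096), in 4 of 4 arrays, and in 3V by -0.384 (adjusted p = 0.038), in 3 of 4. Against all 16 Control arrays the changes were -0.430 and -0.329, but the 4 Control arrays of Day 7pc are the only ones on slides 5 and 6, so with slide in the model this says little about high values in those arrays. The list also lay lower in the other groups compared with them, by -0.354 at Inf Day 35 (adjusted p = 0.057), where T cell markers as a whole fell, and by -0.278 in Chc (adjusted p = 0.57). High values in the shared Control arrays therefore cannot be told apart from a fall in 1V and 3V, because the value in Chc is too imprecise to decide. The changes were -0.433 and -0.409 with the erythroid covariate, which argues against erythroid RNA. In 1V the smallest shift within a slide was -0.429 against an SD of 0.136, which argues against slide. In 3V it was -0.0593 on slide 5, less than that SD. Slides 5 and 6 hold as many arrays of both groups, so -0.384 with slide in the model argues against a shift between slides, but the fall rests mostly on slide 6. Without 3V Day 7pc replicate 4 the value was -0.25 and no longer passed the threshold.

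Some arrays lay far from the others of their group, measured as the gap to the nearest array over the range of the group. Chance marks about 1 in 20 groups in this way. Among lists, 6 of 105 groups had such an array against 5.25 by chance, and among single genes 6 of 129 against 6.45, so chance can give the number. Inf Day 35 replicate 3 was low in NK cell markers (ratio 0.893), B cell markers (0.879), infection genes (0.973), the Klr family (0.919) and Siglecf (0.833). Its infection genes, at 9.64, lay far above the highest Control array, at 8.28, which argues against the label of a Control array. Its erythroid markers lay 0.858 above the mean of the other 3, and 1375 genes stood out on it, 589 after the erythroid covariate, so more erythroid RNA may explain part of its low values. A dim array cannot be told apart from this, because arrays about as dim in groups of 4 differ. Inf Day 7 replicate 3 had 227 such genes, which goes against it, and 1V Day 7pc replicate 4 had 852, which goes with it. Without Inf Day 35 replicate 3 the NK cell markers at Inf Day 35 fell by 0.43, and stayed past the threshold.

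1V Day 7pc replicate 2 was low in NK cell markers (0.833, a log2 mean of 9.66 against 10.16 to 10.26 in the others) and in Tbx21 (0.921). Its Klrg1 signal of 10.5 lay above the highest Control array, 9.78, which argues against the label of a Control array. Dilution by erythroid RNA stays open. The erythroid markers of this array, at 13.1 against at most 12.9 in the others, were the highest of the group. Its B cell markers were not low, at 11.2 against at most 11.1 in the others, but that gap is small. Inf Day 17 replicate 3 was high in Chil3 (0.858) and Retnla (0.886). Its Chil3 signal of 12.8 lay below the lowest Inf Day 35 array, 14.1, which argues against the label of an Inf Day 35 array. 1V Day 17 replicate 1 was high in Gzmb (0.835), and its Wnt9a signal of 6.25 below the lowest 3V Day 17 array, 6.95, argues against the label of a 3V array. Control Day 7pc replicate 2 was low in cell cycle genes (0.837) and Inf Day 35 replicate 2 in Tbx21 (0.882), for which no technical explanation was tested. Arrays of a group differ in mouse pool, PBMC count and RNA integrity, but these were not set against the outlying arrays. No biological explanation was tested for these arrays.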

How the results depend on the processing

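The erythroid covariate and the permutation tests without slide 8 were the 2 alternatives in this part that were chosen after seeing the data. Where an array was left out, 1682 of 1952 comparisons kept their direction and their side of the threshold, or for a count stayed within 1.5 times. Of the others, 200 lost the threshold, 4 passed it, 57 counts moved by more and 9 values reversed. Under the other settings, 2801 of 3079 comparisons stayed, 192 lost the threshold, 19 passed it, 56 moved and 11 reversed. Stable under every setting run were 47 of 76 results for lists, 57 of 117 for single genes, 1 of 5 for modules and 0 of 17 numbers of DEGs. Of 104 called genes named in the text, 60 stayed called with every array left out and 53 under every other setting. For single genes, 162 of 1089 comparisons with an array left out lost the threshold and 0 reversed, and under other settings 154 of 1634 lost it, 5 passed it and 1 reversed. The mouse pool as a random block changed no result. Where a result changed, the cause was not tested, apart from what a stricter threshold or fewer arrays bring by construction.

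The number of DEGs at Inf Day 35, 965, lay between 684 and 1161 under the settings that kept the unadjusted threshold, and between 707 and 865 with an array left out. With an adjusted P under 0.05 as the threshold it was 1539. That threshold gave 8 DEGs at Inf Day 7, 4 in 1V and 1518 in 3V at Day 7, 76 at Inf Day 17, 73 in 1V at Day 17, and after challenge 12 in 1V, 0 in 3V by limma, where 46 had an unadjusted p of 0.001 or less, and 12 in Chc. Between groups it gave 11 for 3V and 1V at Day 7, 1374 for Inf and 3V and 6 for Inf and 1V at Day 7, and 35 for Inf and 1V at Day 17.

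Scaling the processed intensity to the 75th percentile gave 40 DEGs at Inf Day 7, 194 at Inf Day 17 and 819 in 3V at Day 17. Between 3V and 1V it gave 825 at Day 17 and 140 at Day 7pc. B cells in 3V at Day 17 lost the threshold at -0.248 and erythroid cells in 3V at Day 7 passed it at -0.592. The deposited table gave 63 DEGs at Inf Day 7. A normexp offset of 50 took infection genes in 3V at Day 17 (0.369), M2 hubs at Day 7 in Inf (0.347) and 1V (0.277), and M6 hubs at Inf Day 17 (0.253) below the threshold.

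Without the filter on dim probes, Chc had 37 DEGs, and macrophages reversed at Inf Day 7 (-0.00772) and Inf Day 35 (-0.0810). A filter by the negative controls gave 32 in Chc and -0.0202 for macrophages at Inf Day 35. Taking the probe with the highest mean reversed Vps52 at Inf Day 7 (0.00661), a gene that the average over its probes calls, and took B cells in 3V at Day 17 (-0.288) and M2 hubs in 1V at Day 7 (0.363) below the threshold.

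All 16 Control arrays as one group gave 1104 DEGs in 3V at Day 17, and after challenge 114 in 1V, 123 in 3V and 111 in Chc. NK cells in 3V at Day 7pc passed the threshold at 0.308. B cells in 3V at Day 17 (-0.212), M2 hubs at Day 7 in Inf (0.390) and 1V (0.329), and M6 hubs at Inf Day 17 (0.292) lost it.

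Slide left out of the model gave 95 DEGs in Chc and 29 for Inf against 1V at Day 7. T cells (0.0793) and monocytes (-0.156) reversed at Inf Day 7. Erythroid cells in 3V at Day 7 passed the threshold (-0.464). B cells (-0.277) and infection genes (0.441) in 3V at Day 17 and M2 hubs at Day 7 in Inf (0.129) and 1V (0.0682) lost it. Slide as a random block gave 40 in Chc, with T cells at 0.0173 and monocytes at -0.0195 at Inf Day 7, erythroid cells in 3V at Day 7 at -0.470, infection genes in 3V at Day 17 at 0.452, and M2 hubs at Day 7 at 0.227 in Inf and 0.166 in 1V, each with the same change of side or sign. Slide alone held a median of 31.9% of the variance of a gene, group alone 43.2% and both 57.5%, and the correlation between arrays of a slide was 0.120.

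Arrays of different groups were not treated as pairs by replicate number. Over 41 pairs with the same number, deviations from the group mean had a median correlation of 0.07 across genes, which are not independent (lowest -0.22, highest 0.48), and -0.07 after correction for slide. All 4 correlations were above 0 in 3V at Day 7pc (median 0.318, and 0.129 after correction for slide), in 1V at Day 17 (0.139 and 0.111) and in 1V at Day 7pc (0.212 and 0.00028). Replicate number as a block added to slide gave 177 DEGs in Inf and 160 in 1V at Day 7, 82 in Chc, 236 between 3V and 1V at Day 7 and 1013 between Inf and 3V at Day 7. The type I interferon response at Inf Day 35 passed the threshold, at 0.588 as before. M2 hubs at Day 7 in Inf (0.389) and 1V (0.328) and M6 hubs at Inf Day 17 (0.318) lost it. The correlation between arrays of a mouse pool was 0.015.

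In the 55 arrays without slide 8, the type I interferon response at Inf Day 35 passed the threshold at 0.588, and all other lists and counts stayed. In a fit of only the 2 groups compared, which has fewer arrays, the number of DEGs was 11 at Inf Day 7, 21 in 1V and 85 in 3V at Day 7, 202 at Inf Day 17, and after challenge 10 in 1V and 21 in 3V. Between groups it was 328 for 3V and 1V at Day 7, 15 at Day 7pc, 17 for Inf and 1V at Day 7 and 222 at Day 17. Here the interferon response passed the threshold (0.588). NK cells (0.393) and the Klr family (0.325) in 1V at Day 17, B cells in 3V at Day 17 (-0.300), CD8 T cells in 3V at Day 7pc (-0.384) and M2 hubs at Day 7 in Inf (0.519) and 1V (0.443) and between Inf and 1V at Day 17 (0.470) lost it. Chc could not be fitted in this way, since it shares no slide with its Control.

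The erythroid covariate gave 182 DEGs in 3V at Day 7, 204 in 1V and 292 in 3V at Day 17. Between 3V and 1V it gave 48 at Day 7, 126.0 at Day 17 and 104 at Day 7pc, and between Inf and 3V 126.0 at Day 7 and 278 at Day 17. Infection genes (0.323) and M2 hubs (0.275) in 3V at Day 17, M2 hubs between Inf and 1V at Day 17 (0.380) and M6 hubs at Inf Day 17 (0.279) lost the threshold.

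With camera in place of fry, which leaves the mean log2 fold change as it is, the threshold was passed at Inf Day 7 by NK cells (-0.172), T cells (-0.150) and monocytes (0.307), by NK cells in 3V at Day 7pc (0.192), erythroid cells in 3V at Day 7 (-0.467) and the interferon response at Inf Day 35 (0.588). CD8 T cells at Inf Day 35 lost it (-0.354). Dendritic cells there (0.0408) ranked downward relative to all genes, and reversed in that sense. In exact permutation tests, NK cells lost the threshold in 1V at Day 17 (p = 0.0857) and Day 7pc (p = 0.0857), as did B cells in 3V at Day 17 (p = 0.143) and at Inf Day 35 (p = 0.0571) and CD8 T cells in 3V at Day 7pc (p = 0.0571). With 4 arrays against 4 the smallest p they can give is 0.0286. Erythroid cells in 3V at Day 7 passed it over 8 Control arrays (exact p = 0.0202), of which the 4 of slide 8 carry no information, and did not pass it over the other 4 (exact p = 0.0635).

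For modules, a signed network gave 169 genes in the module with most M2 hubs and average linkage 205, against 117. The enrichment score of that module was 2.739 and 2.82 at Inf Day 17 (2.701 before), 5.155 and 4.946 at Inf Day 35 (5.163 before), and reversed in 3V at Day 17 to 1.325 and 1.475 from -1.986. Without batch correction 9 modules were found and none held an M2 hub, so no score could be given.

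With each array of the groups compared left out in turn, the number of DEGs ranged from 39 to 154 at Inf Day 7, 29 to 166 in 1V and 78 to 1258 in 3V at Day 7, 69 to 128.0 at Inf Day 17, 85 to 130 in 1V and 293 to 551 in 3V at Day 17, and after challenge from 30 to 373 in 1V, 25 to 59 in 3V and 18 to 26 in Chc. Between 3V and 1V it ranged from 36 to 235 at Day 7, 224 to 482 at Day 17 and 93 to 522 at Day 7pc. Between Inf and 3V it was 174 to 982 at Day 7 and 100 to 182 at Day 17, and between Inf and 1V 25 to 72 at Day 7 and 43 to 108.0 at Day 17.

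For lists the ranges were 0.286 to 0.507 for NK cells and 0.211 to 0.403 for the Klr family in 1V at Day 17, -0.271 to -0.109 for T cells at Inf Day 7, -0.398 to -0.172 for B cells in 3V at Day 17 and -0.491 to -0.245 for CD8 T cells in 3V at Day 7pc. For infection genes they were 0.347 to 0.634 in 1V and 0.356 to 0.674 in 3V at Day 17. For M2 hubs they were 0.319 to 0.603 in Inf and 0.258 to 0.501 in 1V at Day 7, 0.313 to 0.552 in 1V at Day 7pc, and at Day 17 0.381 to 0.623 between Inf and 3V and 0.305 to 0.622 between Inf and 1V. For M6 hubs at Inf Day 17 the range was 0.256 to 0.380, for erythroid cells in 3V at Day 7 -0.660 to -0.303, and for the interferon response at Inf Day 35 0.439 to 0.783. Signs reversed for macrophages at Inf Day 7 (-0.00408 to 0.205), Inf Day 17 (-0.0260 to 0.108), Inf Day 35 (-0.00465 to 0.162) and in 3V at Day 17 (-0.172 to 0.0391), and at Inf Day 35 for basophils (-0.00567 to 0.396), dendritic cells (-0.0241 to 0.0858) and erythroid cells (-0.166 to 0.222), none of which passed the threshold with all arrays.

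Signal over background limits the lists of rare cells. Of 10 macrophage markers 5 were tested, and the median gene of that list was well above background on 91.5% of the arrays, and that of the basophil list on 83.1%. At high signal, saturated spots limit Hba-a1 and Alas2 in the same way.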

Differences from the paper's values

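Apart from the erythroid covariate, which was chosen after the results were seen, the settings named in this part were fixed before the data were examined. The paper gives 195 genes in M2, and the module built here that holds most of its hubs has 117. A signed network (169) and average linkage (205) come within 1.5 times of the paper's number, and without batch correction no module held a hub, so no number could be given. For Stfa1 at Inf Day 17 the paper's table gives a log2 fold change of -1.1078, against -2.0112 here. The 2 values differ under every setting with a value, over which it lay between -1.97 and -2.06, and with each array left out, where it lay between -2.39 and -1.52.

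Of the genes of the paper's table that are at hand, 886 could be compared. In all 10 contrasts the log2 fold changes of the paper and those found here had a correlation of at least 0.930 across genes, which are not independent, and at least 92.3% had the same sign.

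For cell types, the paper gives proportions from CIBERSORTx, with Control arrays of various timepoints as the baseline. The values here are marker RNA against the Control arrays of a single timepoint. Measure and comparison group therefore both differ, and a different result does not decide against the proportions of the paper. In the paper, T cells increase in Inf at Day 7. Their markers changed by a mean log2 fold change of -0.150 here, and were positive with slide left out (0.0793) or as a random block (0.0173), without passing the threshold. The paper reports more macrophages in 3V at Day 17 and in Inf at Day 35, and rising numbers in Inf from Day 7 to Day 35. The 5 markers tested changed by -0.0848 in 3V at Day 17, with 0.0391 without 3V replicate 3. In Inf they changed by 0.111, 0.0609 and 0.0604 at Days 7, 17 and 35, and passed the threshold only at Day 7 without Control Day 7 replicate 3 (0.205). The monocyte markers rose at these days by 0.307, 0.584 and 1.37.

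The paper estimates 8 populations, which include neither eosinophils nor platelets, with 16 Control arrays as the baseline. At Inf Day 35 it reports macrophages as the only population that changed. Here, against 4 Control arrays, the markers of monocytes (1.37), neutrophils (0.637) and B cells (0.438) rose, and those of T cells (-0.709) and NK cells (-0.549) fell, each past the threshold, as they were with the 16 as one group. In 3V at Day 17 the NK cells of the paper rise and its B cells fall, and both directions were found here (1.04 and -0.300). After challenge the paper reports the highest NK cell levels in both immunized groups. The markers rose by 0.424 in 1V, past the threshold, and by 0.192 in 3V, short of it, both against 4 Control arrays. In the exact permutation test the rise in 1V was short of the threshold (p = 0.0857). With the 16 Control arrays as one group, which is closer to the baseline of the paper, the rise in 3V was 0.308 and past the threshold, and with camera it was past it as well.

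The paper reports no change of M2, as a module, in the vaccinated groups. Its 5 hubs rose as a list in all 6 vaccinated contrasts, by 0.40 and 0.69 at Day 7, 0.580 and 0.524 at Day 17, and 0.448 and 0.588 at Day 7pc in 1V and 3V. Only the first had an adjusted p over 0.05 (0.063). In 1V at Day 7 the threshold was missed under several settings, at 0.0682 with slide left out and 0.166 with slide as a random block. In 3V at Day 17 it was missed with the erythroid covariate (0.275). The whole module built here had a normalized enrichment score of -1.99 in 3V at Day 17 against 1.64 in Control. In the signed network and with average linkage, whose modules hold 4 of the hubs and not 2, it was 1.325 and 1.475. The score was 2.57 in 1V at Day 17. At Day 7 it was -3.37 in 1V and -4.09 in 3V against -4.03 in Control, and at Day 7pc it was 1.35 in 1V and 3.64 in 3V against 1.25 in Control. At Inf Days 17 and 35 the list rose by 1.05 and 1.75, as the paper has it. M6 is active in the paper in 3V at all timepoints and in 1V after challenge. Its hubs rose in these contrasts and also in 1V at Day 17 (0.655, adjusted p = 0.0011).

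Gzmk, Zfp638 and Prf1 are named by the paper among vaccination genes, top DEGs or hubs. In limma, 0 of 30 tests of these genes against Control reached an unadjusted P of 0.001, and 2 had an unadjusted p under 0.05. In the fit of only the 2 groups compared, Prf1 was called in 1V (0.567) and 3V (0.782) at Day 17, and no setting called Gzmk or Zfp638 against Control. The paper describes Chil3 as upregulated at Day 17, while the caption of its heat map gives the gene 1 timepoint, without its day. At Day 17 it rose by 1.45 without reaching the threshold here, and was called with the 16 Control arrays as one group (1.51), with the replicate block, in the 55 arrays without slide 8 and in the fit of only the 2 groups compared. The other 7 infection genes were called at Day 17 and all 8 at Day 35. The paper describes early genes that 1V and 3V share, without naming the day there. At Day 7, limma called 0 of the 6 tested in 1V, with 1 at an unadjusted p under 0.05, and no setting called 1 of them. In 3V it called 5 at that day. At Day 17, also before challenge, it called 4 of the 6 in 1V and 5 in 3V. Tbx21, which the paper finds in vaccinated animals alone, was called in 1V and 3V and in 0 of the 4 Inf and Chc contrasts, with 1 of these at an unadjusted p under 0.05.

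With reference to an earlier study, the paper states that gene perturbation was lower in Inf and Chc at all timepoints. Taken as fewer DEGs than in the vaccinated groups, this held here in 5 of 6 comparisons at Days 7, 17 and 7pc. The exception was Inf at Day 7, with 104 DEGs against 83 in 1V. By the genes called after adjustment it held in 2 of 6, against 3V at Days 7 and 17, while Inf had 8 against 4 in 1V at Day 7 and 76 against 73 at Day 17, and Chc had 12 against 12 in 1V and 0 in 3V, where 1059 genes had an unadjusted p under 0.05 in limma. In simulated data 48% of changed genes were called in Chc, fewer than in the other contrasts. The comparisons of Chc depended on the model. Chc had 21 DEGs in the main fit, against 69 in 1V and 46 in 3V. It had 95 with slide left out and 82 with the replicate block. With the 16 Control arrays as one group it had 111, against 114 in 1V and 123 in 3V. At Day 35 Inf had the most of all groups here, as in another part of the paper.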

Other observations

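The counts of other splits and the tests of erythroid RNA in this part were chosen after the results had been seen.

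For the numbers of DEGs against Control, other splits of the same arrays gave as many in 1 of 100 splits for 3V at Day 7 and 1 of 100 at Day 17, and in 1 of 35 for Inf at Day 17, 1V at Day 17 and Inf at Day 35, the real split included, so for these 5 no other split drawn gave as many. Chance cannot be excluded for Inf Day 7 (20 of 100), 1V at Day 7 (21 of 100) and at Day 7pc (8 of 35), 3V at Day 7pc (5 of 100) and Chc (17 of 35). Between groups chance cannot be excluded for 3V and 1V at Day 7pc (13 of 100) and for Inf and 1V at Day 7 (6 of 35). Chc shares no slide with its Control, so its real split follows the slides and no value within a slide can be had.

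In 3V at Day 7 the number fell from 610 to 78 without Control Day 7 replicate 1, so 1 Control array of slide 1 may account for many of the calls. Other arrays moved it as well, to 352, 350, 321 and 1258 without 3V replicates 1, 2, 3 and 5, and to 272 and 1258 without Control replicates 2 and 4. Between 3V and 1V at Day 7pc, where 304 genes were called, 58.7% of the genes higher in 3V (111 of 189) had a residual correlation over 0.5 with the erythroid markers, and 104 were called with the covariate, 69 of them also without it. That number was 178, 522, 478 and 114 without 1V replicates 1 to 4 and 93 without 3V replicate 1. At Inf Day 35 the shares were 0.441% of the falling genes and 2.15% of the rising genes, against 7.12% of all genes, which argues against erythroid RNA there.

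Of the genes that the paper names outside the lists of infection and vaccination (Wnt9a, Zfp638 and Tnf), the mean log2 fold change was 0.556 in 3V at Day 7 (adjusted p = 0.015) and -0.442 at Inf Day 35 (adjusted p = 0.031). Wnt9a was below background in all Control arrays of Day 7 and in all Inf Day 35 arrays, so the size of both means rests in part on a signal near background.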
